# Zileuton protects against arachidonic acid/5-lipoxygenase/leukotriene axis-mediated neuroinflammation in experimental traumatic brain injury

**DOI:** 10.3389/fphar.2025.1516836

**Published:** 2025-06-05

**Authors:** Xiaofeng Xu, Yan Wang, Xiaomei Li, Yang Yang, Dianxu Yang, Wenqi Tang, Jin Lu, Fang Yuan

**Keywords:** zileuton, 5-lipoxygenase, leukotriene, microglial cells, neuroinflammation, traumatic brain injury

## Abstract

**Introduction:**

Traumatic brain injury (TBI) is a leading cause of death and disability globally. Several studies have shown that 5-lipoxygenase (5-LOX) inhibition reduces leukotriene (LT) release and the inflammatory response, attenuating the development of respiratory diseases, myocardial infarction, and ischemic cerebral injury. However, its role in the pathophysiology of TBI remains unclear.

**Methods:**

Controlled cortical impact injury was induced to construct a mouse model of TBI. Pericontusional brain tissue samples from sham and TBI mice at 7 days after injury were used for RNA-seq analysis. Altered gene enrichment following TBI, based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, was quantified through real-time polymerase chain reaction (RT-PCR). Immunocytochemistry, Western blotting, and single-cell sequencing experiments were also performed to analyze 5-Lox protein expression. Arachidonic acid (AA) was detected through liquid chromatography mass spectrometry/mass spectrometry. Enzyme-linked immunosorbent assay was used to detect LTB4 release after TBI with or without zileuton treatment. Brain damage, blood–brain barrier disruption, and neuronal apoptosis were detected through histological examination. Neurological outcomes were determined through rotarod and fear conditioning tests.

**Results:**

TBI induced significant upregulation of genes related to the AA metabolic pathway, particularly the AA/5-LOX/LT axis, as verified by RT-PCR. AA and LTB4 production increased significantly after TBI. The expression levels of Pla2g4a, which hydrolyses phospholipids to release AA, and 5-Lox, which in turn act downstream to convert AA to LT, were dramatically upregulated up to 7 days after TBI. 5-LOX accumulated in the cytoplasm of activated ameboid microglial cells. In vivo, 5-LOX inhibition with zileuton blocked LT release and reduced microglial activation and the production of inflammatory cytokines, including Il-1β, Ccl7, Spp1, Ccr1, Ccl2, and Il-10. Zileuton also reduced TBI-induced lipid ROS and neuronal cell apoptosis, ameliorating brain damage compared to the vehicle group and improving neurological outcomes after TBI. Mechanically, TBI-induced LT upregulation may stimulate BV2 microglial activation through the ERK, NF-κB, and Akt pathways.

**Conclusion:**

Our findings demonstrated the role of 5-LOX in TBI and its potential as a therapeutic target in TBI treatment.

## Introduction

Traumatic brain injury (TBI) is a leading cause of death and disability globally, imposing a significant economic burden on societies and families (Robba et al., 2024; Maas et al., 2017). Direct physical assault affecting brain tissue sets off a secondary cascade of damage marked by metabolic dysregulation, oxidative stress, neuroinflammation, and neuronal cell death (Zhang et al., 2024; Yang et al., 2019). An understanding of the pathological processes that occur following TBI is crucial for the development of novel therapies to mitigate potential damage.

TBI initiates acute inflammation, leading to immune cell infiltration and subsequently progressing to chronic inflammation with persistent microglial activation (Witcher et al., 2021; Wangler and Godbout, 2023). Arachidonic acid (AA) metabolism contributes to several neuroinflammatory diseases, including TBI (Gorica and Calderone, 2022). In the early stages of TBI, AA is released from inner membrane phospholipids by phospholipase enzymes (Chen, 2023). Lipoxygenases (LOX), particularly 5-lipoxygenase (5-LOX), play an important role in further metabolizing AA. The resulting proinflammatory leukotrienes (LTs) recruit neutrophils and monocytes to injury sites, facilitating debris clearance and cytokine secretion (Alam et al., 2020). While this acute inflammatory response is crucial for brain tissue repair and clearing debris, it also increases the risk of secondary neuronal injury. In later neuroinflammation stages, AA-derived lipid mediators shift from proinflammatory to proresolving, including resolvins and prostaglandins (Sansbury and Spite, 2016). This transition halts immune cell infiltration and modulates microglial activation to resolve the inflammatory process (Gorica and Calderone, 2022). Manipulating microglial activity and inflammatory responses by regulating AA metabolism is a promising therapeutic approach for TBI and neurodegenerative diseases with neuroinflammatory involvement.

5-LOX, a rate-limiting enzyme in proinflammatory LT production (Michael et al., 2020), interacts with 5-LOX-activating protein (FLAP) to metabolize AA into 5(S)-hydroperoxide (5-HPETE). This is then converted to leukotriene A4 (LTA4), the precursor of LTB4 and cysteinyl LTs (LTC4, LTD4, and LTE4). These LTs can compromise blood–brain barrier integrity, contributing to neuroinflammation and brain edema in experimental ischemia cerebral injury and TBI (Yan et al., 2021; Corser-Jensen et al., 2014). Inhibition of 5-LOX reduces LT production, significantly diminishing the size of focal cerebral infarction induced by middle cerebral artery occlusion (Yan et al., 2021). Blocking LT synthesis through FLAP inhibition also alleviates TBI and promotes neurobehavioral recovery (Corser-Jensen et al., 2014).

Zileuton, a selective 5-LOX inhibitor, effectively reduces inflammatory components and cellular infiltration by inhibiting LT production in inflammation-related diseases. In addition to its role in respiratory diseases, such as asthma, obstructive pulmonary disease, and pulmonary hypertension (Drago et al., 2021), zileuton exhibits diverse protective effects. Mechanistically, it inhibits myocardial infarction-induced NF-κB expression and reduces cardiomyocyte apoptosis (Abueid et al., 2017). Moreover, it attenuates inflammatory cytokine release and alleviates ischemic brain injury by inhibiting the PI3K/Akt pathway (Tu et al., 2016).

However, little is known about the involvement of 5-LOX in TBI pathophysiology. First, the modification of AA metabolism through the 5-LOX axis following TBI remains poorly understood. Second, controversy persists regarding the cellular localization of 5-LOX. It has been identified in the cytosol and nucleus of neutrophils, neurons, GFAP-positive glial cells, and endothelial cells (Yan et al., 2021). The temporal and spatial expression of 5-LOX following TBI remains unknown. Third, the cell-specific distribution of 5-LOX is significant for its functional performance. Investigating whether TBI-induced upregulation of 5-LOX and subsequent release of LTs modulate the inflammatory response after TBI requires further exploration. Finally, evaluating the impact of 5-LOX inhibition on TBI-induced brain damage and neurological deficits will be instrumental in advancing novel TBI therapies.

In this study, we conducted an RNA-seq analysis of pericontusional brain tissue samples from sham and TBI mice at 7 days post-injury. We observed substantial enrichment of genes associated with the AA pathway, particularly the AA/5-LOX/LT axis; such genes were upregulated after TBI. The production of AA and LTs significantly increased post-TBI. The expression of Pla2g4a, responsible for hydrolyzing phospholipids to AA, and of downstream 5-LOX, which converts AA to LTs, was significantly upregulated up to 7 days after TBI. Importantly, 5-LOX expression specifically increased in the cytoplasm of activated ameboid microglial cells. Furthermore, inhibiting 5-LOX with zileuton effectively blocked LT release, and reduced microglial activation and inflammatory cytokine production, resulting in less brain damage compared to the vehicle group and improved neurological outcomes after TBI. Taken together, our findings contribute to the growing body of evidence supporting inhibition of 5-LOX activity by zileuton, demonstrate a role for 5-LOX in TBI, and highlight its potential as a therapeutic target for TBI treatment.

## Materials and methods

### Animals and TBI models

Adult male C57BL/6J mice (20–25 g) were purchased from Shanghai JieSiJie Laboratory Animal Co.,Ltd. and housed under pathogen-free conditions. Mice in drug treatment group received intraperitoneal injection of Zileuton (CSN17529, CSN pharm, dissolved in corn oil) at 10 mg per kg body weight per day after TBI. These doses have been found to significantly inhibit the activity of 5-LOX and be beneficial to alleviate the inflammatory response of pleurisy and antigen-induced responses (Rossi et al., 2010; Scuri et al., 1998). The first injection was performed 30 min after TBI induction. All animal-related experimental procedures were performed in accordance with the National Institutes of Health guidelines and approved by the Laboratory Animal Ethical Committee of Shanghai Jiaotong University.

A controlled cortical impact (CCI) induced TBI model (PinPoint Precision Cortical Impactor PCI3000; Hatteras Instruments Inc., Cary, NC, United States) was performed as previously described (Wang et al., 2022; Yuan et al., 2016). The injury severity parameters were 3-mm diameter impactor tip, velocity of 1.5 m/s, deformation depth of 1.5 mm, and dwell time of 100 ms. Sham animals underwent exactly the same procedure as the injured mice, but the impact was not performed.

### RNA-sequencing

Whole-genome gene expression analysis was performed using the brain tissue from sham, TBI and Zileuton treated mice (n = 3 per group) at 7 days after TBI. The total RNA was extracted using Trizol, and cDNA samples were sequenced by Shanghai Applied Protein Technology Co. Ltd. All the differentially expressed genes (bilateral *t*-test p < 0.05) were used for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. Enriched pathways after TBI without zileuton treatment were in Supplementary Additional File 1 and with zileuton treatment were in Supplementary Additional File 2.

### Real-time polymerase chain reaction

Total RNA from mouse brains was extracted using Trizol, and reverse transcribed using TransScript One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, China). The resulting cDNAs were used for PCR using the TB Green^®^ Premix Ex Taq™ (Takara). Relative abundance of mRNA was determined on a 7,500 real-time PCR system (Thermo Fisher Scientific). Fold changes of RNA levels were calculated using the ΔΔCt method and were analysed by Student’s t-test. The primer pair sequences used for RT-PCR reactions for *in vivo* studies are listed in Supplementary Additional File 3.

### Western blot assay

Primary antibodies used for Western blot analyses include rabbit anti-Pla2g4a (1:1,000; #A10270, Abclonal, Wuhan, China), rabbit anti-5 Lipoxygenase (1:500; #10021-1-Ig, Proteintech), rabbit anti-5 Lipoxygenase (1:500; #ab169755, Abcam), rabbit anti-Erk1/2 (1:1,000, #4695, Cell Signaling Technology, Beverly, MA, United States), rabbit anti-Phospho-Erk1/2 (1:1,000, #4370, Cell Signaling Technology), rabbit anti-Phospho-Akt (S473) (1:1,000, #4060, Cell Signaling Technology), rabbit anti-Phospho-Akt (T308) (1:1,000, #13038, Cell Signaling Technology), rabbit anti- Akt (1:1,000, #4691, Cell Signaling Technology), Rabbit anti-Phospho-NF-κB p65 (1:1,000, #3033, Cell Signaling Technology), rabbit anti- NF-κB p65 (1:1,000, #8242, Cell Signaling Technology), and rabbit anti- GAPDH (1:1,000, #5174, Cell Signaling Technology).

### Liquid chromatography mass spectrometry/mass spectrometry based metabolic analysis

Mice were anesthetized and perfused transcardially with chilled phosphate-buffered saline (PBS) (n = 11–12 per group). Brains were removed and maintained at −80°C until metabolic analysis. The extraction of metabolites and LC-MS/MS-based metabolic analysis were performed by Shanghai Lu-Ming Biotech Co., Ltd. Differential metabolites were selected with variable importance of projection values greater than 1.0 and p-values less than 0.05.

### Enzyme linked immunosorbent assay

Brain tissues were collected on day 3 after TBI with or without Zileuton treatment, and stored at the −80°C before use. We carried out an enzyme immunoassay to measure the LTB4 levels in tissues using an ELISA kit (#520111, Cayman) following the manufacturer’s instruction.

### Immunocytochemistry and image analysis BODIPY staining

Free floating brain sections (30-μm thick) were fixed with 4% paraformaldehyde, blocked with 10% normal goat serum, and incubated overnight at 4°C with the following primary antibodies: rabbit anti-5 Lipoxygenase (1:100; #ab169755, Abcam) and rat anti-CD68 (1:1,000, #MCA 1957, Bio-RAD, United States). After washing in phosphate-buffered saline, sections were incubated with Alexa-488- or Alexa-594-conjugated secondary antibodies (1:500 dilution; Life Technologies). For BODIPY staining, sections were washed once in PBS and incubated in PBS with C11-BODIPY 581/591 (1:2000 from a 1 mg/mL stock solution in dimethylsulfoxide (DMSO); Life Technologies). Nuclei were stained with 4′6-diamidino-2-phenylindole (DAPI, 1:5000; Sigma). Photographs were taken with a confocal microscope (Leica, Solms, Germany) for further analyses.

### Lesion volume assessment

To determine the lesion volume after TBI, serial sections (30-μm thick) of brain were collected from −0.5 mm to −3.5 mm posterior to bregma. The first of every ten consecutive sections was selected for staining with cresyl violet (Beyotime, Nantong, China). The areas of impact defects were measured using ImageJ software (National Institutes of Health, Bethesda, MD, United States). Lesion volume was calculated by multiplying the sum of all defects by interval distance.

### Neurobehavioral tests

The Rotarod test was used to evaluate motor deficits. All mice were trained on the rotarod for 3 consecutive days before the induction of CCI. The average time for mice to fall was recorded on days 7 after TBI.

Fear conditioning was used to assess cognitive function. The test was conducted with the ANY-maze fear conditioning system (Stoelting Co.). Briefly, during the training phase, 1 day before TBI induction, mice were placed into the conditioning chamber and habituated to their surroundings for 2 min. Following habituation, the mice received three pairings between a tone/light (20 s) and an electrical shock (1 s, 0.5 mA). The inter-trial interval between each of the pairings is 2 min. During the test phase, the procedure and context were identical to those used on training phase, except that the shock is not presented. The chamber is cleaned with 70% ethanol after each mouse.

### Terminal dexynucleotidyl transferase mediated dUTP nick end labeling (TUNEL) assay

Apoptotic cells were detected by a commercial One Step TUNEL Apoptosis Assay kit (Beyotime, Nantong, China) following manufacturer’s instruction. Briefly, brain sections were subjected to react with the TUNEL mixture solution for 1 h at 37°C, and then stained with DAPI. Apoptotic cells were observed and recorded under a confocal fluorescence microscope.

### Cell culture and reagents

BV2 microglial cells were provided by the China Center for Type Culture Collection (CCTCC, Wuhan, Hubei, China), HT22 hippocampal neuronal cells were purchased from American Type Culture Collection (ATCC, Manassas, VA, United States). All the cells were cultured in complete Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 100 U/mL penicillin/streptomycin. LTB4 (s42020826, Absin), LTE4 (ab141690, Abcam), RSL3 (HY-100218A, MedChemExpress, MCE) and Erastin (HY-15763, MCE) were purchased commercially.

### Statistical analysis

Statistical analyses and graphic representation were performed using GraphPad Prism 9.0 (GraphPad Software, San Diego, CA, United States). All data from triplicated independent experiments are represent as mean ± SD. The equality of variance was assessed by Levene’s test between the compared groups. The p values were calculated with two-tailed unpaired Student’s t-test, one-way ANOVA with Dunnett’s or Tukey’s multiple comparisons test as indicated in corresponding figure legends p < 0.05 were considered statistically significant.

## Results

### AA metabolism was upregulated after experimental TBI

To investigate potential mechanisms underlying TBI, we used a mouse model of controlled cortical impact (CCI) (Figure 1A). 

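CCI delivers a blow to the exposed cortex, and sham mice undergo the surgery without the blow. RNA from brain tissue of 3 sham mice and from pericontusional tissue of 3 TBI mice, collected at 7 days, was sequenced as read pairs in a batch of 2018. For each mouse the authors deposited the raw count of each gene, listed by Ensembl identifier, and the FPKM made from it. The counts added up to between 46181182 and 48248378 in sham mice (median 47010288) and to between 42929862 and 48684674 in TBI mice (median 46920428). The paper's text names no aligner, counting program, genome build or annotation. Gene positions are therefore given on GRCm38 from GENCODE mouse release M21, and 34808 of the identifiers had a symbol in the gene names used. In each library 62.3% to 64.4% of the counts from 1 to 20 were even, so a count is not taken as a separate molecule. Limits set by a count near 0 are given for 3 counts and for 6 counts, the number that 3 read pairs give where both reads are counted, and they cover counting error alone. Counts were scaled with edgeR's TMM factors and are given as CPM, counts scaled to 1000000 per library. The 19536 genes that passed edgeR's expression filter entered its quasi-likelihood test with Benjamini-Hochberg adjustment, and their biological coefficient of variation was 0.174. An adjusted p-value under 0.05 was reached by 5479 genes, of which 3286 were higher and 2193 lower after TBI. An unadjusted p-value under 0.05, the threshold the paper states, was reached by 7741 genes, against 977 that make up 5% of the genes tested. Of these, 4409 were higher and 3332 lower, and 2165 differed at least 2-fold, 1951 higher and 214 lower. The two-sided equal-variance two-sample test that the paper names for comparing pairs of groups, applied to FPKM, moved the count of adjusted calls most, to 2625 genes. The share of higher genes among the adjusted calls was 60%, and it was 70.7% with limma on log2(FPKM + 0.1). The libraries of the groups did not overlap in 8670 genes, 44.4% of those tested, where chance gives 10%. A two-sided exact permutation test of 3 mice against 3 cannot give a p-value below 0.1. As a check of the labels, Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912), which encodes an intermediate filament of astrocytes, rose from 188 ± 41.6 CPM (SD, n = 3) in sham mice to 2484 ± 211 CPM (SD, n = 3) after TBI, a log2 fold change of 3.72 (standard error 0.172, adjusted p = 5.67e-06 from edgeR). Cd68 (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153), a lysosomal protein of microglia and macrophages, rose from 7.90 ± 1.00 to 97.3 ± 29.1 CPM (SD, n = 3 each; log2 fold change 3.62, standard error 0.212, adjusted p = 1.29e-05). Among genes past the adjusted threshold whose groups did not overlap, the largest rises were in Clec4d, Cd5l, Ms4a4c, Ifi206 and Hcar2, and the largest falls in Hba-x, Hbb-y, Gm11738, Gm39185 and Gm34237. Clec4d (ENSMUSG00000030144, chromosome 6, 123262111 to 123275265) had no count in any sham mouse and 337, 193 and 569 counts after TBI, at least 123-fold higher with 3 counts as the limit and at least 61.7-fold with 6. Cd5l (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) had 6, 0 and 0 counts in sham mice and 1564, 2516 and 4386 after TBI, at least 476-fold higher with 6 counts as the limit. With 3 counts as the limit, Ms4a4c (ENSMUSG00000024675), Ifi206 (ENSMUSG00000037849) and Hcar2 (ENSMUSG00000045502) were at least 50.3-fold, 42.3-fold and 40.9-fold higher, and with 6 counts at least 25.1-fold, 21.1-fold and 20.5-fold higher. The embryonic globin gene Hba-x (ENSMUSG00000055609, chromosome 11, 32276400 to 32278116) fell from 14, 46 and 38 counts to 0 in every TBI mouse, at least 11-fold lower with 3 counts and 5.48-fold with 6. Hbb-y (ENSMUSG00000052187, chromosome 7, 103851749 to 103853216) fell from 70, 183 and 138 counts to 2, 6 and 0, at least 21.9-fold lower with 6 counts as the limit. The falls of Gm11738 (ENSMUSG00000085511), Gm39185 (ENSMUSG00000110468) and Gm34237 (ENSMUSG00000113330), which are noncoding RNA genes, were at least 5.02-fold, 2.55-fold and 3.70-fold with that limit. Gm11738 lies antisense to Dnah17, whose reads it could have taken, since the paper's text does not state whether counting used the strand. On FPKM with the paper's test, the adjusted p-values of Cd5l and Hbb-y were 0.117 and 0.0734, the highest of their alternatives, whose lowest were 5.24e-10 and 8.9e-16.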

RNA-seq and subsequent pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) based on the upregulated genes, revealing distinct changes in the AA pathway following TBI (Figure 1B). 

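The paper's enrichment table for TBI lists 14 genes under arachidonic acid metabolism, out of 1525 genes in its hit list and 86 genes in the term. Of these 14, 13 could be tested, and all 13 were higher after TBI with an adjusted p-value under 0.05 and a difference of at least 2-fold. Their median log2 fold change was 1.46, but they are the genes that the study picked from these libraries. KEGG's own gene lists were not analysed here. In their place, a list of 94 genes was compiled by enzyme family, from phospholipases A2 through cyclooxygenases, prostanoid synthases and lipoxygenases to cytochromes P450. This list holds all 15 genes of Figure 1C. In these samples 49 of its genes were expressed highly enough to be tested. Of the 49, 33 were higher and 16 lower after TBI, 22 higher and 4 lower with an adjusted p-value under 0.05. Its median log2 fold change was 0.35, against 0.01 over all genes. The most highly expressed members were Ptgds, which fell from a mean of 825 to 601 CPM (log2 fold change -0.46, standard error 0.25, adjusted p = 0.212), Ggt7, which fell from 123 to 97.1 CPM (-0.34, standard error 0.0859, adjusted p = 0.0187), and Gpx1, which rose from 68.2 to 117 CPM (0.78, standard error 0.133, adjusted p = 0.00287). As a set, the list was higher after TBI with limma's camera (adjusted p = 0.0104 over 32 list tests). The call held with limma's fry (adjusted p = 0.00551) but not with a correlation between genes estimated from the data (0.576), nor with camera once the genes that the paper names were left out (0.512). These were the alternatives that moved it most.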

The heat map showed significant changes in genes associated with AA metabolism, including 5-Lox-ap, 5-Lox, Alox12b, Gpx3, Gpx7, Cbr2, Ltc4s, Pla2g4a, Pla2g5, Tbxas1, Ggt5, Pla2g2f, Hpgds, Ptges, and Plb1 (Figure 1C). 

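Of the 15 genes, 14 had enough counts to be tested, and all 14 differed between sham and TBI mice with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 13 of them higher after TBI. The count adjusted over the list alone was also 14, which is not independent evidence because the study chose the genes on these samples. The paper's test on FPKM was run on the 12 genes with a mean FPKM of at least 0.5, a limit set here and not by the paper. Of these, 4 reached an adjusted p-value under 0.05 over all genes tested and 10 when adjusted over the list alone. Tbxas1 (ENSMUSG00000029925, chromosome 6, 38875404 to 39084585), which encodes thromboxane A synthase, rose from 2.86 ± 0.382 CPM (SD, n = 3) to 15.4 ± 4.03 CPM (SD, n = 3), a log2 fold change of 2.43 (standard error 0.211, adjusted p = 7.28e-05). Hpgds (ENSMUSG00000029919, chromosome 6, 65117293 to 65144908), the hematopoietic prostaglandin D synthase, rose from 6.16 ± 1.05 to 27.8 ± 4.50 CPM (SD, n = 3 each), a log2 fold change of 2.18 (standard error 0.163, adjusted p = 3.45e-05). Alox12b (ENSMUSG00000032807, chromosome 11, 69156989 to 69169792), a 12R-lipoxygenase, was the only gene of the heat map that was lower after TBI, at 5.85 ± 1.24 CPM in sham mice and 2.56 ± 0.201 CPM after TBI (SD, n = 3 each). Its log2 fold change was -1.19 (standard error 0.21, adjusted p = 0.00344). The glutathione peroxidase genes Gpx3 (ENSMUSG00000018339) and Gpx7 (ENSMUSG00000028597) had log2 fold changes of 1.60 and 1.33 (adjusted p = 0.00388 and 0.00583). In Gpx3 the TBI mice had 1346, 2054 and 3058 counts, so that their spread was much wider than in sham mice, with 752, 696 and 688 counts. Pla2g5 (ENSMUSG00000041193), Ggt5 (ENSMUSG00000006344) and Ptges (ENSMUSG00000050737) rose by 1.26, 1.18 and 1.17 on the log2 scale (adjusted p = 0.00603, 0.00571 and 0.00788). Cbr2 (ENSMUSG00000025150, log2 fold change 1.33, standard error 0.381) and Plb1 (ENSMUSG00000029134, 1.27, standard error 0.375) lay closest to the threshold, with adjusted p-values of 0.0305 and 0.034. Cbr2 passed the threshold neither with limma on log2(FPKM + 0.1) (adjusted p = 0.0518) or without a filter (0.106), nor with the paper's test (0.162), the replicate block (0.0905) or GC content and length trends removed (0.0525), nor without sham replicate 1 (0.0791), sham replicate 3 (0.1), TBI replicate 1 (0.061) or TBI replicate 3 (0.0982). Over all its alternatives apart from the fits that leave a mouse out, its adjusted p-value ranged from 0.00392 to 0.162. Plb1 did not pass with limma without a filter (0.164, in a range of 0.00205 to 0.164) or with the replicate block (0.078), nor without sham replicate 1 (0.117), sham replicate 3 (0.115), TBI replicate 1 (0.11) or TBI replicate 3 (0.0505). On FPKM with the paper's test the highest adjusted p-values of the other genes described here were 0.0608 for Alox12b, 0.159 for Gpx3, 0.0987 for Gpx7, 0.0517 for Pla2g5 and 0.0951 for Ptges, against lowest values under the alternatives of 3.28e-06, 9.04e-05, 2.18e-06, 1.33e-05 and 3.66e-05. Pla2g2f (ENSMUSG00000028749, chromosome 4, 138750533 to 138757626) had 2 counts in every sham mouse and 103, 24 and 4 counts after TBI, too few for the filter, and was at least 13.8-fold higher with 3 counts as the limit and at least 6.88-fold with 6. These limits rest on TBI replicate 1, without which they were 4.51-fold and 2.26-fold, and the 4 counts of TBI replicate 3 lie under the limit of 6. Tbxas1 overlaps Hipk2 on the opposite strand and Pla2g5 overlaps Pla2g2a, so their counts are uncertain to the extent that reads were shared.

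**Figure D1:**
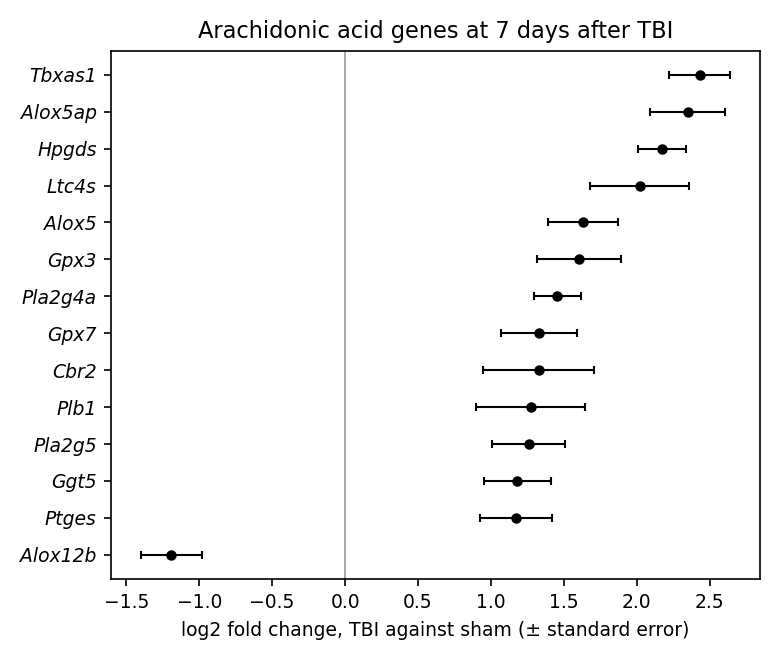
Log2 fold change between TBI and sham mice (n = 3 each) of the 14 genes of the heat map that could be tested, with bars of 1 standard error from edgeR's quasi-likelihood fit. Alox12b lies at -1.19, and the other 13 genes lie between 1.17 for Ptges and 2.43 for Tbxas1.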

The subsequent experimental design is shown in Figure 1D. Validation of the RNA-seq results through RT-PCR revealed significant upregulation of AA-related genes, including 5-Lox, 5-Lox-ap, Gpx3, Gpx7, Cbr2, Pla2g4a, Ltc4s, Tbxas1, Hpgds, and Ptges, following TBI (Figure 1E). These findings highlight the impact of AA/5-LOX during CCI-induced brain injury in mice.

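The genes of the route from membrane phospholipids to cysteinyl leukotrienes were low in sham brain tissue, and each had more counts in every TBI mouse than in any sham mouse. Pla2g4a (ENSMUSG00000056220, chromosome 1, 149829618 to 149961290) had 142, 139 and 157 counts in sham mice and 368, 434 and 413 after TBI, or 3.15 ± 0.15 and 8.66 ± 1.08 CPM (SD, n = 3 each). Its log2 fold change was 1.46 (standard error 0.162, adjusted p = 0.000287 from edgeR's quasi-likelihood test) and lay between 1.38 and 1.55 with each mouse left out in turn. Alox5 (ENSMUSG00000025701, chromosome 6, 116410077 to 116461178), which encodes 5-LOX, had 53, 41 and 43 counts in sham mice and 131, 156 and 144 after TBI, or 0.989 ± 0.162 and 3.07 ± 0.359 CPM (SD, n = 3 each). Its log2 fold change was 1.63 (standard error 0.24, adjusted p = 0.00138) and lay between 1.53 and 1.76 with each mouse left out. Ltc4s (ENSMUSG00000020377, chromosome 11, 50236461 to 50238616), the leukotriene C4 synthase gene, had 35 to 69 counts in sham mice and 152 to 235 after TBI, or 1.04 ± 0.427 and 4.24 ± 1.18 CPM (SD, n = 3 each). Its log2 fold change was 2.02 (standard error 0.338, adjusted p = 0.00264). Pla2g4a passed the adjusted threshold under every alternative tried, with a highest adjusted p-value of 0.0202. Alox5 passed under every alternative that it entered (highest 0.0099). It did not enter the paper's test or the filtered limma fits, for which a mean FPKM of at least 0.5 was required here. The paper states no such limit. The mean FPKM of Alox5 was 0.236 in sham mice and 0.761 after TBI. Ltc4s did not pass on FPKM with the paper's test (0.0555, in a range from 7.44e-08). An antisense gene, Gm26542, overlaps Ltc4s. From the enrichment of the AA pathway, the changes in the heat map and the RT-PCR of many of its genes, the paper states that AA and 5-LOX have an impact in CCI-induced brain injury.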

**FIGURE 1:**
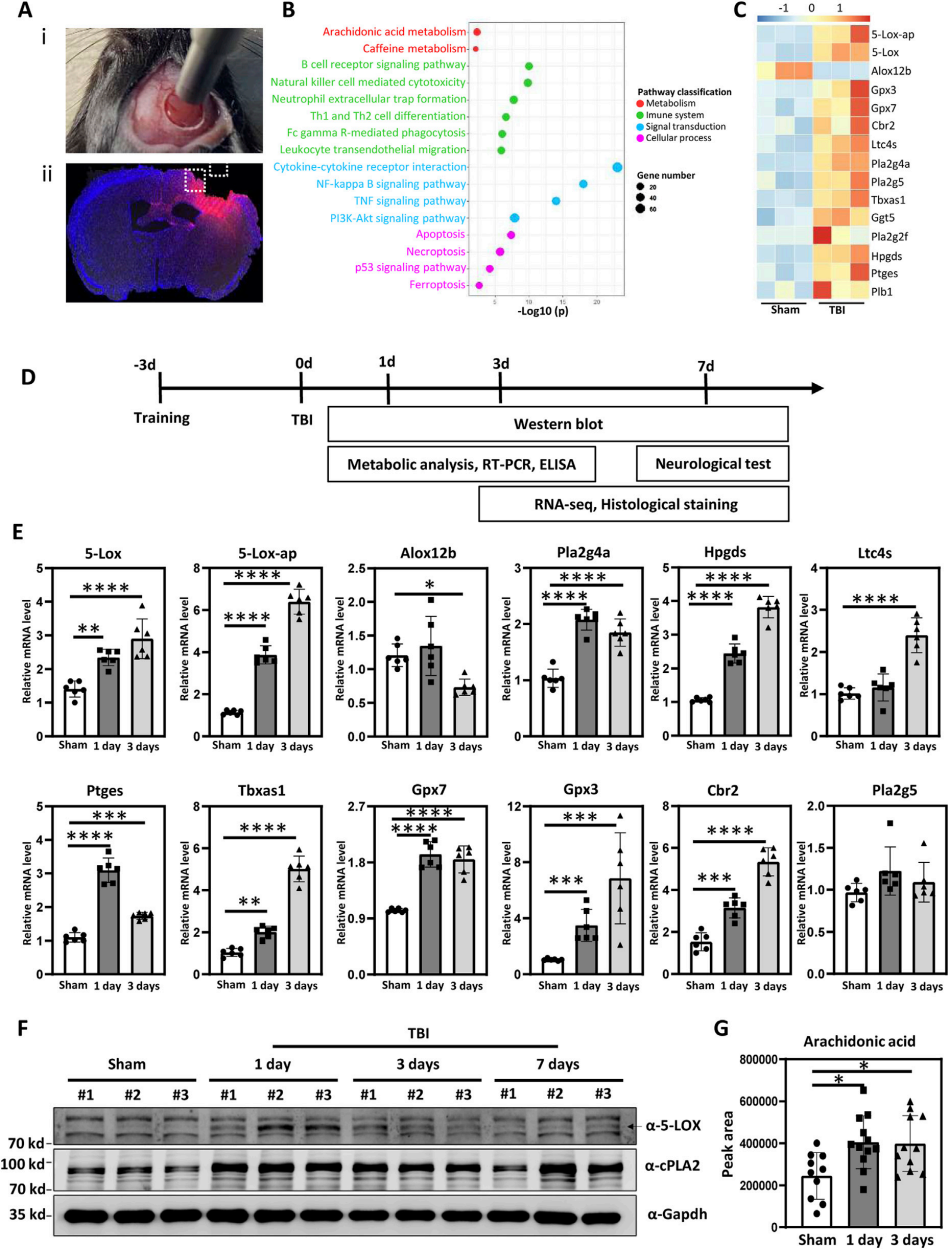
Arachidonic acid (AA) metabolism was upregulated after experimental traumatic brain injury (TBI). [**(A)**i] The process of controlled cortical impact (CCI) in mice. [**(A)**ii] Dashed box illustrates the pericontusional region of interest after TBI. **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the genes upregulated after TBI. Significantly enriched metabolic, immune system, signal transduction, and cellular process pathways are shown. **(C)** Heat map showing differentially-expressed genes related to AA metabolism in the TBI-induced pericontusional brain tissue at 7 days based on RNA-seq analysis (n = 3 for each group). **(D)** Schematic overview of the experimental design. Mice were subjected to TBI using the CCI model, and the resulting damage phenotypes were analyzed at indicated time points post-injury. **(E)** mRNA levels of 5-Lox, 5-Lox-ap, Gpx3, Gpx7, Cbr2, Pla2g4a, Ltc4s, Tbxas1, Hpgds, and Ptges were measured in sham and TBI mice at 1 and 3 days after TBI (n = 6 for each group, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). **(F)** Time course of 5-LOX and Pla2g4a/cPLA2 protein expression in pericontusional tissue. **(G)** AA concentrations in brain tissue were measured in sham and TBI mice at 1 and 3 days after TBI (n = 10, = 12, and = 11 for the sham, 1-day, and 3-day groups, respectively, *p < 0.05).

Pla2g4a, a member of the cytosolic phospholipase A2 family, hydrolyzes inner membrane phospholipids to release AA (Gorica and Calderone, 2022; Sansbury and Spite, 2016), which is subsequently metabolized by LOX to produce LTs and eicosatrienoic acids (Wang et al., 2021). Our Western blot analysis revealed a substantial increase in Pla2g4a and downstream 5-LOX expression at 1 day post-TBI, followed by a slight decrease at 3 days. Elevated levels were maintained for up to 7 days. The expression pattern of 5-LOX mirrored that of Pla2g4a/cPLA2 (Figure 1F). To confirm the functional impact of cPLA2 upregulation, AA levels were assessed in sham and injured mouse brain tissues using liquid chromatography-mass spectrometry. Compared to the sham group, AA levels were significantly elevated by approximately 1.5-fold in the TBI group at both 1 and 3 days after injury (Figure 1G). These results indicate that TBI induces the upregulation of cPLA2 and its product, AA, leading to increased downstream 5-LOX expression and LT production.

### Upregulated 5-LOX expression in activated microglia after TBI

The enzyme 5-LOX plays a crucial role in AA metabolism, which results in LT production (Wu et al., 2019). To investigate the potential role of 5-LOX in the pathological progression of TBI, we examined single-cell RNA-seq data from TBI mice for cell type-specific expression patterns of Pla2g4a and 5-Lox. Pla2g4a was predominantly expressed in microglia and oligodendrocytes, being significantly upregulated in macrophages, monocytes, and microglia (Figure 2A). Meanwhile, 5-Lox expression remained low in the sham group but significantly increased in microglia and monocytes following TBI (Figure 2B).

**FIGURE 2:**
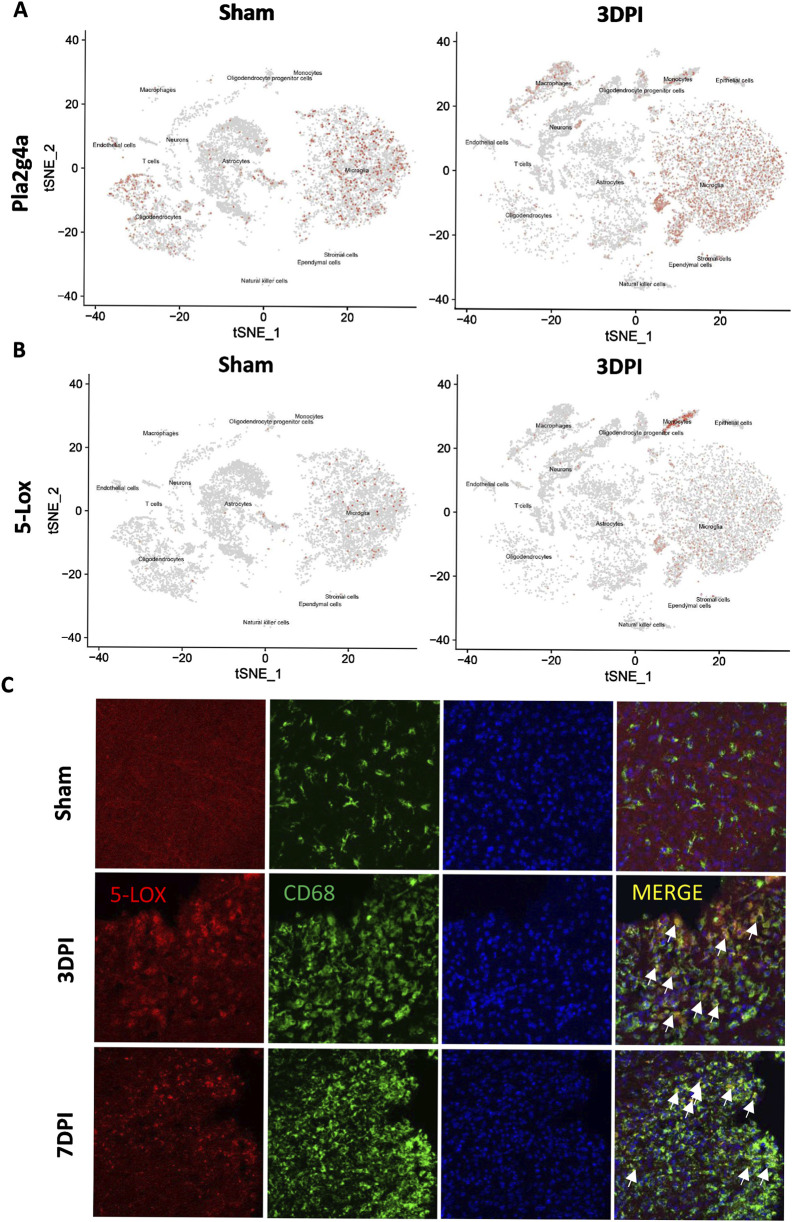
The expression of 5-LOX was upregulated in activated microglia/monocytes after TBI. **(A, B)** tSNE maps of mouse brain cells showing cell type-specific expression of Pla2g4a and 5-Lox in sham and TBI mice at 3 days after TBI. **(C)** Representative 5-LOX/CD68 immunofluorescence staining in the brains of sham and TBI mice at 3 and 7 days after TBI. White arrows indicate 5-LOX/CD68 co-localized inflammatory cells (scale bar = 10 μm).

Immunofluorescence staining of CD68/5-LOX was performed to validate these findings, confirming that 5-LOX expression was markedly upregulated in the cytoplasm of activated ameboid CD68^+^ inflammatory cells without significant changes in NeuN^+^ neurons or GFAP^+^ astrocytes (Figure 2C). The cell type-specific upregulation of 5-LOX associated with microglial activation prompted us to explore the effects of 5-LOX inhibition on LT biosynthesis suppression and the inflammatory response after TBI.

### Zileuton reduced TBI induced brain damage and neurological deficits

Zileuton, a selective 5-LOX inhibitor, has demonstrated efficacy in alleviating various inflammation-related diseases by suppressing LT formation (Peters-Golden and Henderson, 2007). Therefore, we investigated whether 5-LOX inhibition in the TBI model could influence LT production in addition to mitigating TBI. ELISA was used to quantify LTB4 levels in pericontusional tissue at 3 days after TBI. LTB4 production increased significantly after TBI, and zileuton (Figure 3A) administration completely blocked this increase at 3 days after injury, confirming the inhibitory effect of zileuton on 5-LOX.

**FIGURE 3:**
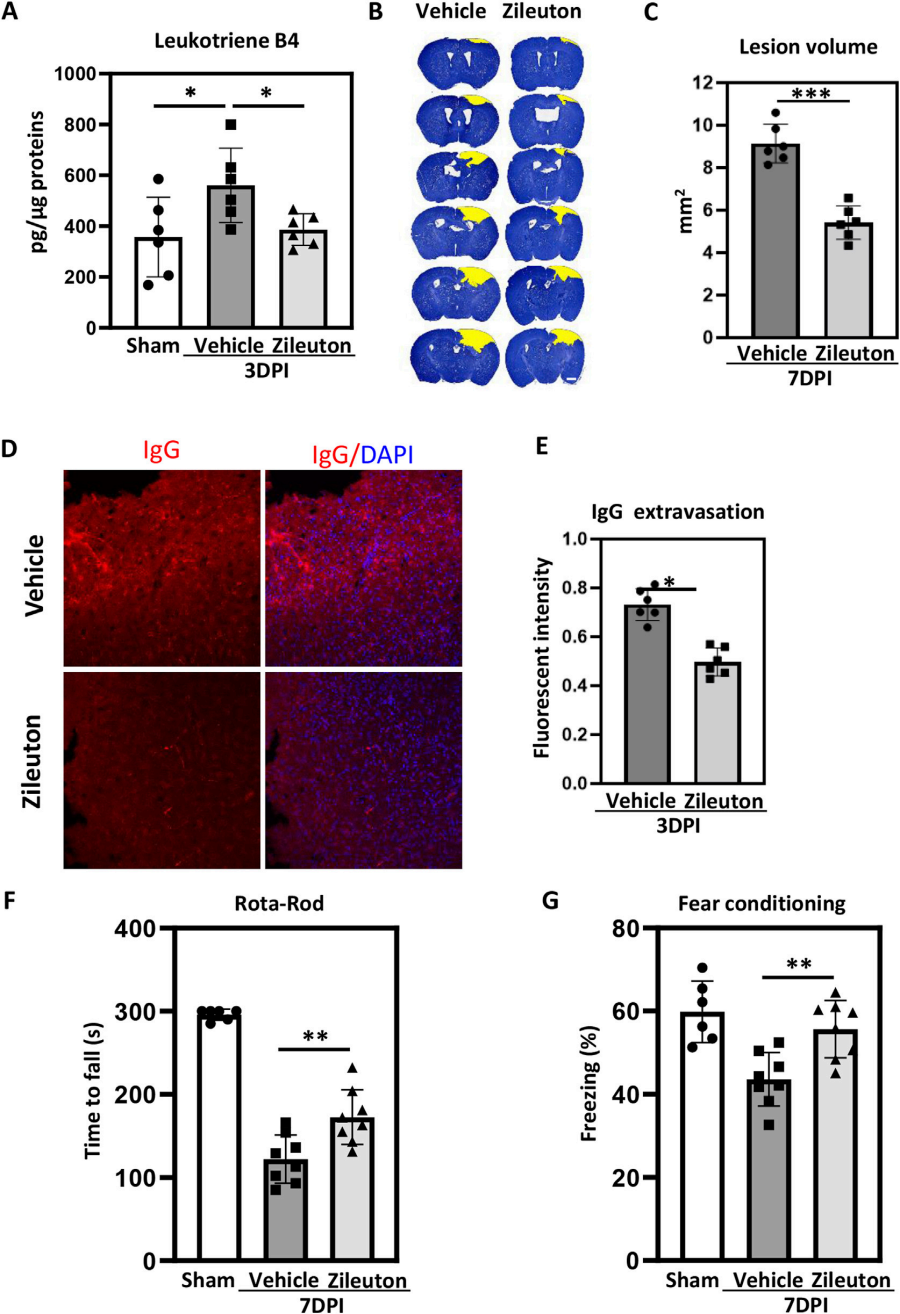
Zileuton reduced TBI-induced brain damage and neurological deficits. **(A)** Leukotriene B4 levels in brain tissue were measured in sham, TBI, and zileuton-treated mice at 3 days after TBI (n = 6 for each group, *p < 0.05, **p < 0.01). **(B)** Representative cresyl violet-stained brain sections from the vehicle- and zileuton-treated groups at 7 days after TBI. Lesions are outlined in yellow (scale bar = 10 μm). **(C)** Lesion volume was quantified and reported as mean ± SEM. **(D)** Representative IgG immunostaining of brain sections from vehicle- and zileuton-treated groups at 3 days after TBI (scale bar = 10 μm). **(E)** Quantification of fluorescence intensity for IgG extravasation in vehicle- and zileuton-treated groups 3 days after TBI (n = 6 for each group, *p < 0.05). **(F)** Rotarod test in vehicle- and zileuton-treated groups at 7 days after TBI (n = 6–8 mice/group) **(G)** Fear conditioning test; percentage of freezing time during the 5-minute test at 7 days after TBI (n = 6–8 mice/group, *p < 0.05).

Subsequently, serial brain sections were used to assess the impact of 5-LOX inhibition on TBI-induced pathological changes in both the vehicle and zileuton groups. Cresyl violet staining indicated substantial defects in the ipsilateral brain parenchyma following CCI, with zileuton treatment markedly reducing lesion volume at 7 days post-TBI (Figure 3B). The mean lesion volume in the vehicle group was 9.54 ± 0.65 mm^3^, and the zileuton group exhibited a significantly reduced contusion volume compared to the vehicle group (*p* < 0.001; Figure 3C). Additionally, IgG staining was performed to assess the integrity of the blood–brain barrier after TBI. CCI induced significant IgG extravasation in the ipsilateral cortex (Figures 3C,D), and zileuton administration significantly reduced IgG extravasation at 3 days after injury (*p* < 0.05; Figure 3E).

To explore the effects of 5-LOX inhibition on TBI-induced neurological deficits, the rotarod and fear conditioning tests were conducted in both vehicle- and zileuton-treated mice. Compared to the vehicle group, the zileuton-treated group exhibited significant improvements in motor function at 7 days after TBI (*p* < 0.05; Figure 3F). Similarly, the fear conditioning test revealed significant enhancement in memory function in the zileuton treatment group at 7 days post-TBI compared to the vehicle group (*p* < 0.05; Figure 3G). Taken together, these results demonstrated that 5-LOX inhibition with zileuton ameliorates TBI-induced brain damage and neurological deficits.

### Zileuton reduced TBI-induced microglial activation

We further investigated the impact of 5-LOX inhibition on microglial activation in the TBI model. Microglial activation was assessed through CD68 immunofluorescence staining in mice treated with daily injections of the 5-LOX inhibitor zileuton. In the sham group, no significant microglial activation was expected. In the vehicle group, extensive CD68 immunolabeling was observed in pericontusional regions of the ipsilateral hemisphere at both 3 and 7 days post-TBI. Intraperitoneal zileuton administration appeared to reduce TBI-induced microglial activation in the corresponding area (Figure 4A). Statistical analysis of CD68 in mouse brain sections revealed that zileuton treatment significantly decreased both the area and intensity of fluorescence following TBI (Figure 4B).

**FIGURE 4:**
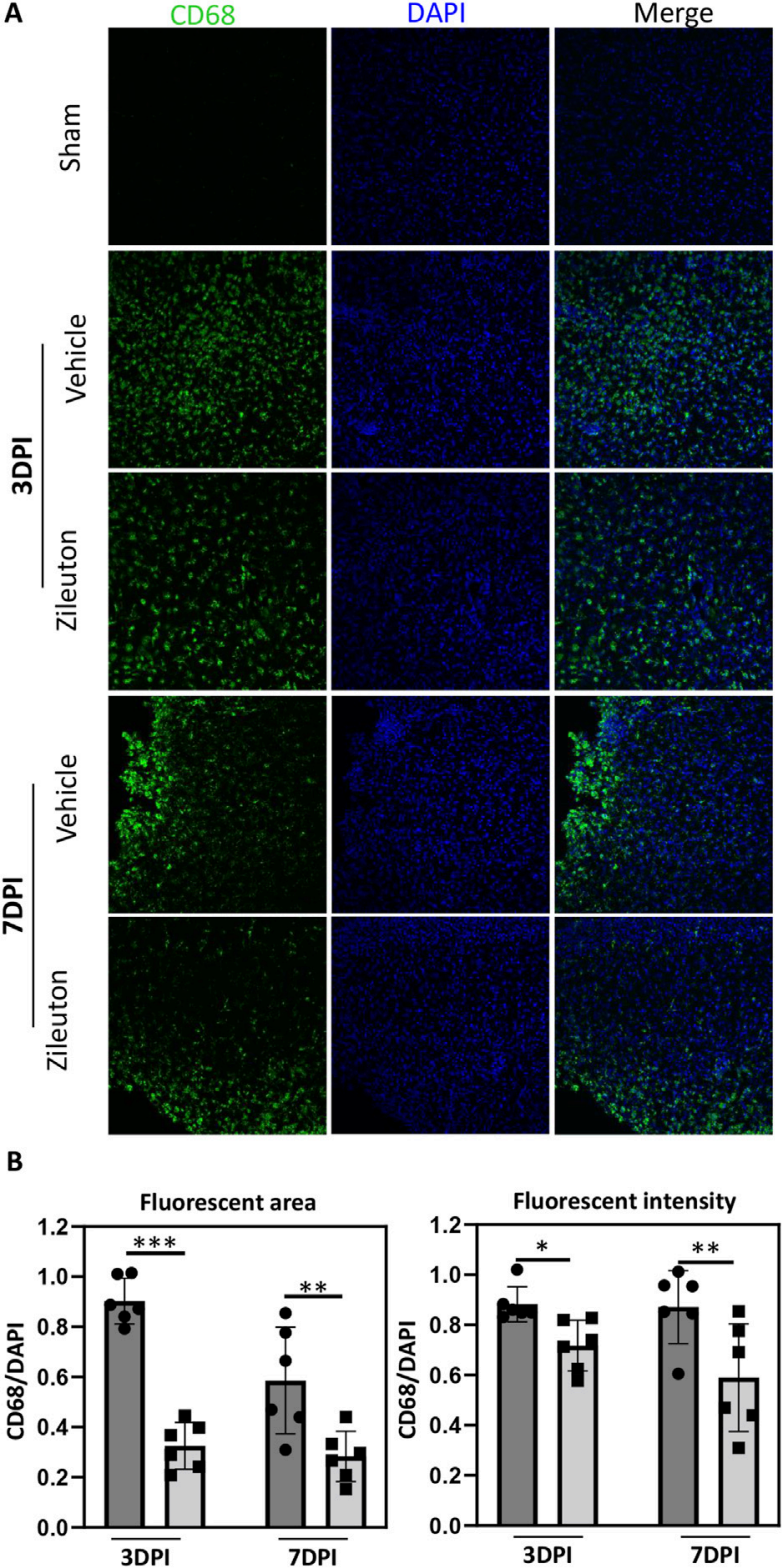
Zileuton reduced TBI induced microglia/macrophage activation. **(A)** Immunofluorescence staining for CD68 in the pericontusional regions of TBI and zileuton-treated mice at 3 and 7 days after TBI (Scale bar = 10 μm). **(B)** Quantification of CD68 fluorescence area and intensity relative to 4′6-diamidino-2-phenylindole (DAPI, n = 6 for each group, *p < 0.05).

### 5-LOX inhibition decreased the TBI-induced expression of inflammatory cytokines

To investigate the potential mechanisms underlying 5-LOX inhibition in TBI pathogenesis, we conducted RNA-seq analysis of brain tissue samples from pericontusional regions in both the vehicle- and zileuton-treated groups at 7 days post-TBI. 

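Zileuton blocks the enzymatic activity of 5-LOX, and was given at 10 mg/kg per day according to the paper. RNA from 3 vehicle-treated and 3 zileuton-treated TBI mice was sequenced in a batch of 2022, apart from the sham and TBI libraries. The vehicle and zileuton groups are therefore tested only against each other. The paper gives 7 days after injury for all mice. The source labels of the zileuton libraries give 7, 8 and 9 days, whereas their library names give 7. The authors deposited estimated counts for 55637 gene identifiers, of which 13.7% of the values are not whole numbers, as programs that share reads between transcripts give, and TPM made from them. The paper's text names no program, genome build or annotation. Some identifiers are not Ensembl genes, and 52081 had a symbol. The columns of each group are numbered 2, 3 and 6 and the labels 1 to 3, so that a column cannot be tied to a single label, and the mice of each group are called A, B and C in that order. The counts added up to between 27845562 and 35453257 in vehicle-treated mice (median 28702463) and to between 29287359 and 32243703 in zileuton-treated mice (median 29816285). They were rounded to whole numbers, scaled with TMM factors and tested with edgeR's quasi-likelihood test for the 17363 genes that passed its filter. The biological coefficient of variation was 0.149. With a count of 0, up to 3 counts cannot be excluded.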

A total of 136 genes exhibited significant differences between the vehicle- and zileuton-treated mice, with 52 genes upregulated and 84 downregulated by zileuton after injury. 

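No gene reached an adjusted p-value under 0.05 between vehicle- and zileuton-treated mice, and the smallest adjusted p-value was 0.185. An unadjusted p-value under 0.05 was reached by 1186 genes, 509 higher and 677 lower with zileuton, where 5% of the genes tested are 868. Of these, 87 differed at least 2-fold, 32 higher and 55 lower. The libraries of the groups did not overlap in 2353 genes, 13.6% of those tested, where chance gives 10%. DESeq2 moved the count of adjusted calls most, to 27 genes, 6 higher and 21 lower. The share of higher genes among those with an unadjusted p-value under 0.05 was 42.9%, but 63.7% with limma on log2(TPM + 1) and 71.7% with the paper's test on TPM. The log2 fold changes rose with gene length (Spearman's rho 0.341 across genes, which are not independent replicates). With trends in GC content and length removed from each library, an alternative added after this was seen, 804 genes had an unadjusted p-value under 0.05, where 5% of the 17166 genes with a value are 858. With a replicate block by the column numbers that the groups share, also added later, 729 genes did. Single mice moved the count by more than 1.5 times. It was 1909 without zileuton replicate A, 689 without zileuton replicate B and 777 without zileuton replicate C. Of genes that differed at least 2-fold there were 158, 147 and 150 without vehicle replicates A, B and C and 234 and 154 without zileuton replicates A and C.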

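Cytokines and their receptors were examined as a list of 285 genes, drawn by symbol from the interleukin, chemokine, interferon, TNF, TGF-β and colony-stimulating factor families and their receptors. In these samples 174 of them could be tested, and 11 of the list are genes that the paper names. With zileuton 101 were lower and 73 higher, at a median log2 fold change of -0.065 against 0.00 over all genes, and none had an adjusted p-value under 0.05 in the test of single genes. The most highly expressed members, Cx3cl1, Csf1r and Cx3cr1, had log2 fold changes of 0.19, 0.03 and 0.11 (standard errors 0.0923, 0.191 and 0.145). As a set, the list did not reach an adjusted p-value under 0.05 with camera (0.0796 over 32 list tests), fry (0.732) or camera with an estimated correlation (0.764). With a replicate block by column number, added after the values were seen, it did (0.0382). Leaving out zileuton replicate C reversed its direction (adjusted p = 0.868). Leaving out vehicle replicate A (median -0.16, 0.00309) or zileuton replicate A (-0.19, 8e-06) took it past the threshold. The paper's enrichment table for zileuton names 22 genes over 75 terms. In the counts, 14 of the 22 were lower with zileuton and 8 were higher, Cd2, Dnah11, Edar, Gstp2, Guca1b, Prkag3, Sptlc3 and Uox, named apart from Edar after their values were seen. The same split was found by TPM. Edar (ENSMUSG00000003227, chromosome 10, 58600789 to 58675654), a receptor of the TNF family, rose from 0.417 ± 0.288 to 0.974 ± 0.294 CPM (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.499, adjusted p = 0.713). The table also lists the antiviral genes Oas1g (ENSMUSG00000066861), Oas2 (ENSMUSG00000032690) and Oas3 (ENSMUSG00000032661), which fell by 1.15, 1.11 and 1.31 on the log2 scale (standard errors 0.436, 0.435 and 0.559, adjusted p = 0.713 for each). Every value of Oas1g was fractional, so its reads were shared with related genes.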

Subsequently, KEGG pathway enrichment analysis based on the downregulated genes revealed that the most significant effect was on the cytokine–cytokine receptor interaction pathway, followed by pathways associated with the inflammatory response (Figure 5A). 

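Ccl2, Ccl7 and Ccl12 encode chemokines that draw monocytes into tissue. Their genes lie in a cluster on chromosome 11 of GRCm38, Ccl2 (ENSMUSG00000035385) from 82035571 to 82037453, Ccl7 (ENSMUSG00000035373) from 82045712 to 82047525 and Ccl12 (ENSMUSG00000035352) from 82101845 to 82103400. Ccl7 fell from 0.899 ± 0.351 CPM (SD, n = 3) with vehicle to 0.178 ± 0.168 CPM (SD, n = 3) with zileuton, or from 37, 30 and 16 counts to 11, 1 and 4. Ccl2 fell from 3.61 ± 0.894 to 1.63 ± 0.896 CPM, and Ccl12 from 10.8 ± 7.85 to 4.03 ± 1.30 CPM (SD, n = 3 each). The log2 fold changes of Ccl7, Ccl2 and Ccl12 were -2.32, -1.14 and -1.42 (standard errors 0.652, 0.385 and 0.495). Ccr1 (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692), a chemokine receptor, fell from 1.90 ± 0.317 to 0.820 ± 0.501 CPM, a log2 fold change of -1.21 (standard error 0.418; SD, n = 3 each). Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), which encodes osteopontin, was by far the most abundant of these genes and fell from 1111 ± 406 to 483 ± 217 CPM (SD, n = 3 each), a log2 fold change of -1.20 (standard error 0.339). Cd247 (ENSMUSG00000005763), Chil3 (ENSMUSG00000040809) and Plac8 (ENSMUSG00000029322) had log2 fold changes of -1.83, -1.59 and -1.20 (standard errors 0.406, 0.458 and 0.531). Each of these 8 genes had an adjusted p-value of 0.713 from edgeR's quasi-likelihood test over all genes, so none passed the threshold. Unadjusted, 7 of the 8 had a p-value under 0.05, from 0.00185 for Cd247 to 0.0206 for Ccl12, and Plac8 had 0.0526. With Erdr1 and Gdf3 these genes make a list of 10 that the study chose on these samples. Adjusted over the list alone, 7 of the 8 tested passed, the smallest adjusted p-value being 0.0148, which is not independent evidence for that reason. Apart from leaving out a mouse, the paper's test on TPM moved this count most, to 1 of 9 tested, and DESeq2 gave 10 of 10. No gene passed over the list alone without zileuton replicate B or without zileuton replicate C, when 5 and 6 genes had an unadjusted p-value under 0.05, and 3 passed without vehicle replicate A. The groups overlapped in Ccl12 and Plac8 and lay apart in the other 6 tested genes. By unadjusted p-value the 8 genes ranked from 21 (Cd247) to 712 (Plac8) among the 8564 tested genes that were lower with zileuton. Gdf3 (ENSMUSG00000030117), with 10, 31 and 8.01 counts against 4.01, 6 and 4, and Erdr1 (ENSMUSG00000095562), with 21.9, 8.14 and 1.57 against 1, 3.4 and 0, had too few counts for the filter. The values of Cd247, which overlaps Pou2f1, were fractional in all 6 libraries and those of Erdr1 in 4, which marks reads shared with other transcripts. Those of Spp1 were fractional in 5 libraries and those of Gdf3 in 2, but they lay near whole numbers, such as 34339.84 and 8.01.

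**Figure D2:**
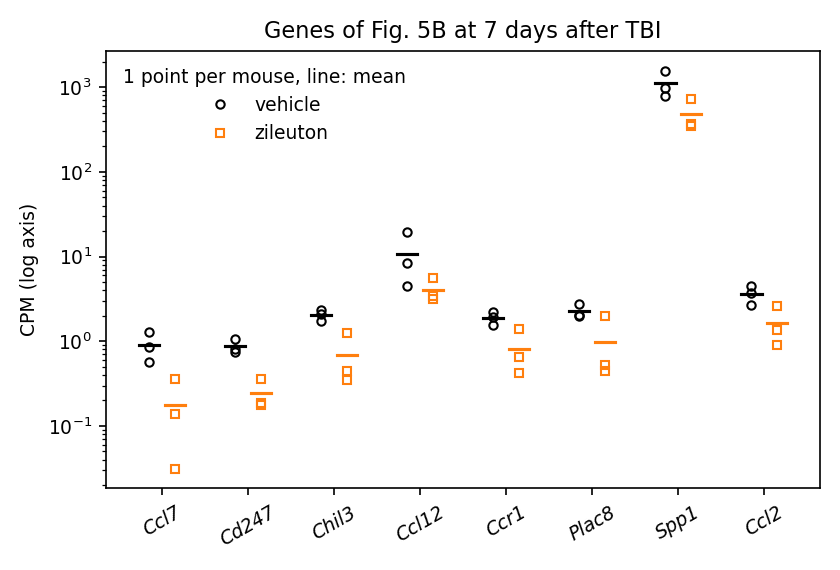
CPM on a log axis in each vehicle-treated mouse (circles) and zileuton-treated mouse (squares) for the 8 genes that could be tested, with lines at the group means of 3 mice. The mean is lower with zileuton for every gene, and single mice of the groups overlap for Ccl12 and Plac8.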

The heat map shows the top 10 genes most significantly downregulated by zileuton administration, including Erdr1, Ccl7, Cd247, Gdf3, Chil3, Ccl12, Ccr1, Plac8, Spp1, and Ccl2 (Figure 5B).

**FIGURE 5:**
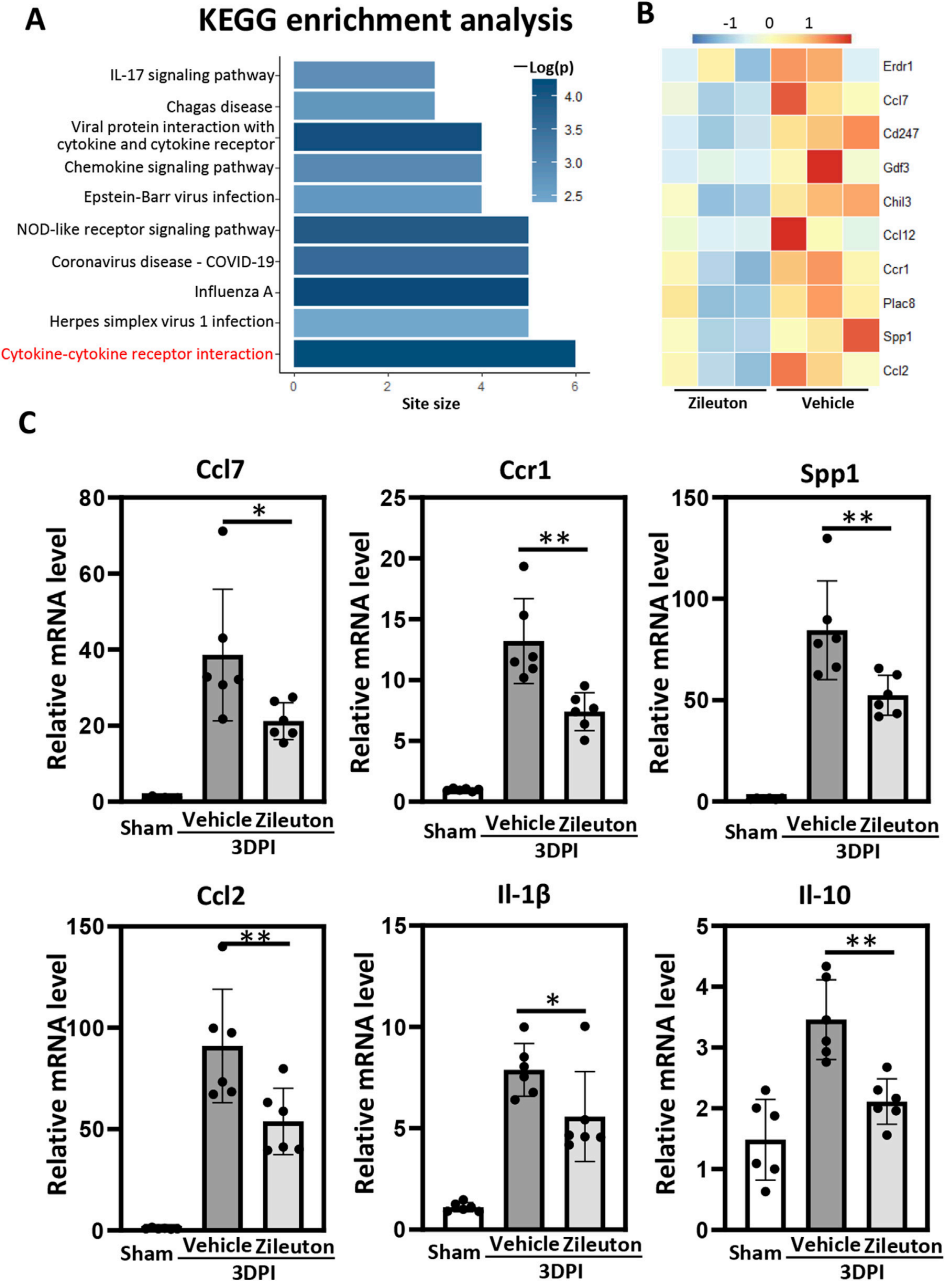
**(A)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the genes downregulated by zileuton treatment. The top most 10 significantly enriched pathways (*p* < 0.05 by Fisher’s exact test) are shown. **(B)** Heat map showing differentially expressed genes in the pericontusional brain tissue between the vehicle- and zileuton-treated groups at 7 days after TBI based on RNA-seq analysis (n = 3 for each group). **(C)** mRNA levels of ccl7, ccr1, ssp1, ccl2, il1β, and il10 were measured in the vehicle- and zileuton-treated mice at 3 days after TBI (n = 6 for each group, *p < 0.05, **p < 0.01).

The neuroinflammatory response following TBI correlated positively with injury severity. We validated the mRNA levels of inflammatory cytokines and cytokine receptors from the RNA-seq results, as well as the levels of the cytokines TNF-α, Il-17, Il-6, Il-1β, and Il-10, in pericontusional regions using quantitative polymerase chain reaction (qPCR). Our findings demonstrated significant upregulation of inflammation-related genes, including Ccl7, Ccl12, Ccr1, Spp1, Ccl2, Il-10, TNF-α, Il-17, Il-6, and Il-1β, at 3 days after injury. Relative mRNA levels of Il-1β, Ccl7, Spp1, Ccr1, Ccl2, and Il-10 were significantly decreased in the zileuton-treated TBI group compared to the vehicle group (Figure 5C). However, no significant decrease in TNF-α, Il-17, Ccl12, or Il-6 was observed in the zileuton-treated group (Supplementary Figure S1). In conclusion, these results indicate that 5-LOX inhibition ameliorates neuroinflammation by reducing proinflammatory cytokine release and downregulating cytokine–cytokine receptor interaction.

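Whether zileuton lowered the genes that TBI had raised was examined over the 3286 genes higher after TBI in the sham comparison, of which 3138 were tested here. With zileuton 1944 of these were lower and 1194 higher, 62% lower, at a median log2 fold change of -0.06. As a set they were lower with camera (p = 0.00102), but not with fry (0.686) or with an estimated correlation between genes (0.652). The direction reversed without vehicle replicate C (median 0.02) and without zileuton replicate C (0.02), and the set did not pass the threshold without zileuton replicate B (-0.03). Without vehicle replicate A and without zileuton replicate A the median moved to -0.15 and -0.16. Of the proinflammatory cytokine genes, Il6 and Il17a were near the limit of detection at this depth, and Tnf had enough counts to be tested. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had 18, 28 and 19 counts with vehicle and 29, 9 and 3 with zileuton, a log2 fold change of -0.64 (standard error 0.641, adjusted p = 0.827). Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had 0, 1 and 3 counts against 2, 0 and 3, and no count of Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) was found in any of the 6 libraries, so no difference was detectable in either. From the RNA-seq changes and the qPCR of cytokine genes, the paper concludes that blocking 5-LOX lessens neuroinflammation through lower release of proinflammatory cytokines and lower cytokine–cytokine receptor interaction.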

### 5-LOX inhibition reduced TBI induced lipid ROS and neuronal cell apoptosis

Accumulation of lipid peroxidation is known to play a pivotal role in secondary injury following TBI, contributing to the inflammatory response and programmed cell death (Tarudji et al., 2023). Therefore, we used the fluorescent probe C11-BODIPY (581/591) to detect lipid ROS accumulation after TBI, with or without zileuton treatment. Control mouse brains showed no lipid ROS, while significant accumulation of lipid ROS was observed at 3 days post-TBI. Notably, 5-LOX inhibition with zileuton significantly reduced TBI-induced lipid ROS (*p* < 0.001; Figures 6A,C).

**FIGURE 6:**
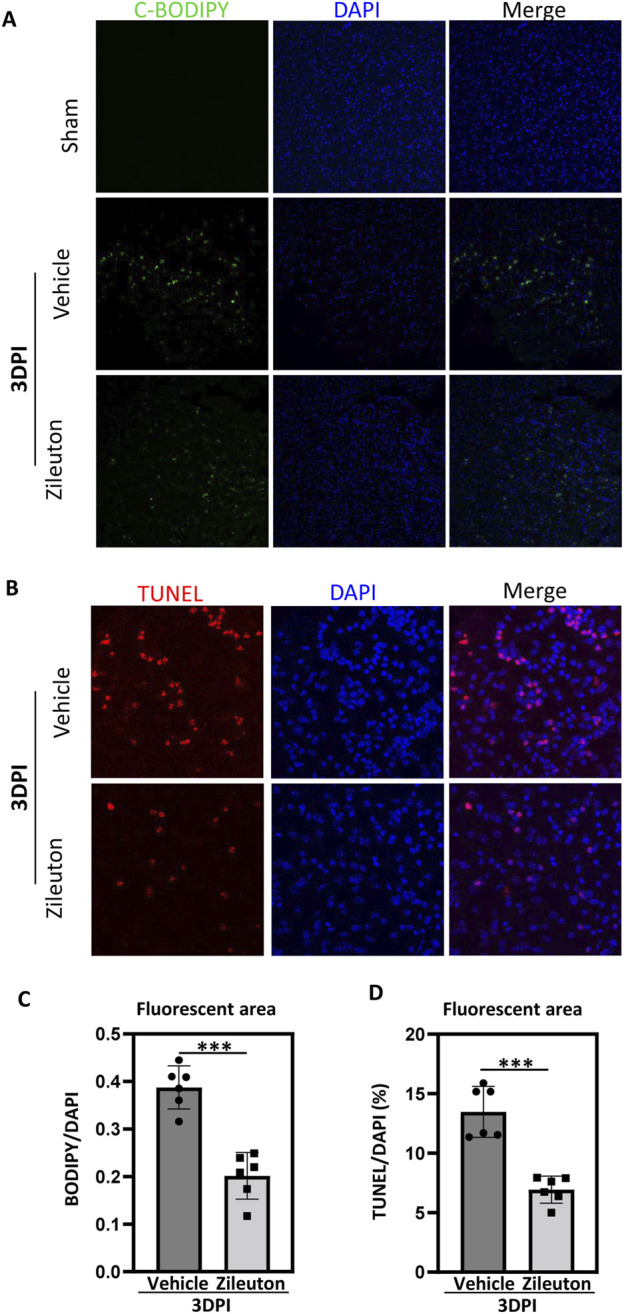
5-LOX inhibition reduced TBI-induced lipid ROS generation and neuronal cell apoptosis. **(A)** Representative confocal images of brain sections labeled with C11-BODIPY and DAPI from vehicle- and zileuton-treated mice at 3 days after TBI. Green and blue colors indicate lipid ROS (peroxidized lipids) and the nucleus, respectively. **(B)** Apoptotic cells in brain tissue sections were detected through TUNEL staining. **(C)** Quantification of the area of C11-BODIPY/DAPI fluorescence in **(A)**. **(D)** Quantification of the area of TUNEL/DAPI fluorescence in **(B)**. (n = 6 for each group, *p < 0.05, **p < 0.01).

Subsequently, we used terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) immunofluorescence to assess neuronal cell apoptosis. Compared to the sham group, the expression of TUNEL-positive neuronal cells significantly increased at 3 days after injury, and zileuton administration partially suppressed neuronal cell apoptosis (*p* < 0.001; Figures 6B,D).

Previous studies have demonstrated that 5-LOX can peroxidize AA to form toxic phospholipid hydroperoxides, contributing to neuronal cell ferroptosis (Su et al., 2019). This led us to hypothesize that 5-LOX inhibition may also alleviate neuronal cell ferroptosis during TBI progression. As a result, we treated HT-22 neuronal cells with erastin and RSL3 to induce ferroptosis, and zileuton treatment significantly reduced both erastin- and RSL3-induced cell death (Supplementary Figure S2).

### LT-induced inflammatory pathway activation in BV2 microglia cells

AA is catalyzed by 5-LOX into LTA4, which can subsequently be converted to either LTB4 or LTC4, and then to LTD4 and LTE4. To explore the underlying signaling changes induced by LTs in microglial activation and the proinflammatory response after TBI, BV2 microglial cells were treated with LTB4 and LTE4. Western blot analysis was performed to examine the effects of LTB4 and LTE4 on the phosphorylation of ERK, NF-κB, and AKT *in vitro*. LTB4 significantly increased ERK phosphorylation in a time- and dose-dependent manner, without affecting the phosphorylation levels of NF-κB or AKT (Figures 7A, B). Meanwhile, LTE4 significantly increased the phosphorylation of ERK, NF-κB, and Akt at T308, but did not induce phosphorylation of Akt at S473 (Figure 7C). These findings suggest distinct roles for LTB4 and LTE4 in microglial activation, with LTB4 primarily influencing ERK phosphorylation and LTE4 affecting the phosphorylation of ERK, NF-κB, and Akt at T308. These data indicate that 5-LOX inhibition suppresses microglial activation by reducing LT release through inflammatory pathways (Figure 7D).

**FIGURE 7:**
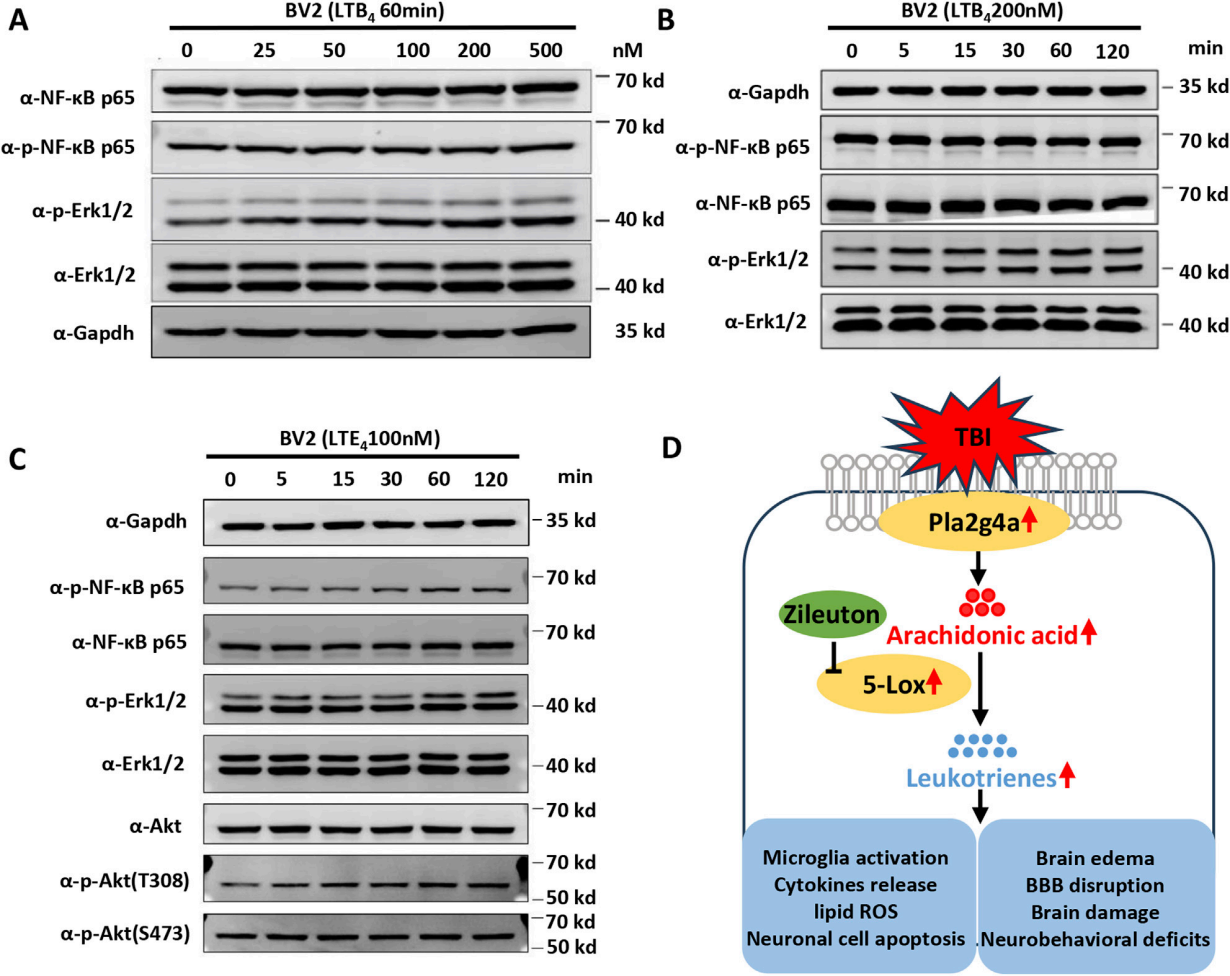
Leukotrienes (LTs) induced inflammatory pathway activation in BV2 microglial cells. **(A)** Representative dose-dependent and **(B)** time-dependent Western blot results for NF-κB p65, phospho-NF-κB p65, phospho-Erk1/2, and Erk1/2 expression in LTB4-treated BV2. **(C)** Representative Western blot results for NF-κB p65, phospho-NF-κB p65, phospho-Erk1/2, Erk1/2 Akt, phospho-Akt at T308, and phospho-Akt at S473 in LTE4-treated BV2. **(D)** Proposed model of the suppression of TBI-induced microglial activation, cytokine release, brain damage, and neurobehavioral deficits by zileuton through the inhibition of LT release.

## Discussion

In the present study, we initially observed upregulation of the AA pathway, particularly the AA/5-LOX/LT axis, after TBI, suggesting a significant role for altered lipid metabolism in TBI processes. Subsequently, treatment with zileuton, a selective 5-LOX inhibitor, significantly ameliorated brain damage and neurobehavioral deficits by modulating the neuroinflammatory response following TBI. Furthermore, we found that zileuton inhibited the release of LTs, which activated inflammation-related pathways by phosphorylating ERK, NF-κB, and Akt. These results indicate that zileuton effectively inhibits 5-LOX activity and may be a promising treatment for TBI.

AA, released from inner membrane phospholipids by phospholipase enzymes, is metabolized through several pathways including the LOX, cytochrome P450 (CYP), and cyclooxygenase (COX) pathways, resulting in the production of 5-hydroxyeicosatetraenoic acids (HETEs), LTs, mid-chain HETEs, epoxyeicosatrienoic acid (EET) regioisomers, prostanoids, prostacyclin, and thromboxane. These AA-derived lipid mediators play crucial roles in initiating and resolving acute inflammatory processes. Previous studies have reported elevated levels of AA, and its metabolites, in the cerebrospinal fluid of TBI patients, correlating with adverse outcomes (Farias et al., 2011). The present study demonstrated cytoplasmic Pla2g4a upregulation and activation of the 5-LOX pathway of AA metabolism after TBI, particularly the upregulation of LTB4. These findings highlight the importance of AA metabolism through the 5-LOX pathway in the pathophysiological processes of TBI.

5-LOX is a key enzyme in the AA metabolic pathway, exhibiting widespread expression in both human and mouse brains. Previous studies have indicated its localization in neurons and glial cells, with upregulation observed during cerebral ischemic injury and neurodegenerative diseases in the human brain (Chen et al., 2020a). In specimens from TBI patients, 5-LOX was expressed in the cytosol and nucleus of neutrophils, neurons, GFAP-positive glial cells, and endothelial cells (Yan et al., 2021). Similarly, in the brains of mice with Alzheimer’s disease, 5-LOX was identified in both neurons and microglial cells (Michael et al., 2020). These diverse expression patterns highlight the complex roles of 5-LOX in the pathophysiology of certain neurological diseases, underscoring the need for a deeper understanding of its function in various cell types within the brain, particularly after TBI.

Our study revealed significant upregulation of 5-LOX expression in pericontusional brain tissue following TBI. Utilizing both single-cell RNA-seq analysis and immunofluorescence staining, we demonstrated the localization of 5-LOX to microglia, excluding neurons and GFAP-positive astrocytes. Moreover, we observed post-TBI upregulation of FLAP, a protein previously shown to be expressed exclusively in microglial cells in mouse brains (Michael et al., 2020). 

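FLAP is encoded by Alox5ap (ENSMUSG00000060063), on chromosome 5 of GRCm38 from 149264767 to 149288153. The RNA-seq libraries at 7 days held 80, 83 and 74 counts of this gene in sham mice and 326, 358 and 526 counts in TBI mice. Its level rose from 1.71 ± 0.132 to 8.73 ± 3.04 CPM (SD, n = 3 each), a log2 fold change of 2.35 (standard error 0.259, adjusted p = 0.000276 from edgeR's quasi-likelihood test). With each mouse left out in turn, the log2 fold change lay between 2.03 and 2.51. Over the alternatives the adjusted p-value ranged from 3.15e-17 to 0.0649, the highest being that of the paper's test on FPKM. The antisense gene Gm19719 overlaps Alox5ap. In the same libraries, all 12 genes of a list for homeostatic microglia were higher after TBI, with a median log2 fold change of 1.24 (adjusted p = 6.62e-08 from camera over 32 list tests), and so were all 18 genes of a list for activated microglia and macrophages, with a median of 2.82 (adjusted p = 1.48e-14). Among the most highly expressed genes of the microglia list were Sparc and Cx3cr1, at means of 242 and 44.4 CPM in sham mice and 629 and 167 CPM after TBI. Those of the activated list were Apoe, Ctsb and Ctsd, at 1580, 692 and 183 CPM in sham mice and 8470, 1990 and 1240 CPM after TBI. Both calls held under fry and neither held with an estimated correlation between genes. All genes of both lists are expressed in this tissue, and 1 of them, Cd68, is among the genes that the paper names. Whether cells other than microglia and macrophages carried these rises was not tested.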

Considering the potential toxicity of AA and its role as an inducer of excessive ROS in microglia, we hypothesized that the coordinated action of 5-LOX with FLAP might be responsible for the excessive AA production in microglial cells following TBI. However, the regulatory mechanisms governing 5-LOX expression after TBI remain unclear. Notably, *in vitro* stimulation of BV2 microglia with lipopolysaccharide (LPS) did not induce 5-LOX upregulation, while both TNF-α and LPS stimulation of macrophages significantly upregulated 5-LOX expression both *in vitro* and *in vivo* (Rossi et al., 2010).

TBI resulted in increased release of LTB4 and cysteinyl LTs (LTC4, LTD4, and LTE4) (Farias et al., 2009). These lipid mediators play a crucial role in secondary injury processes, including increased blood–brain barrier permeability, inflammatory cell infiltration, the inflammatory response, and the formation of cerebral edema, all worsening neurological outcomes. The pivotal step in LT biosynthesis involves the coordinated action of 5-LOX and FLAP, converting AA to LTA4 (the precursor of LTs). Inhibition of LT formation by targeting FLAP has been demonstrated to significantly reduce brain lesion volume and ameliorate cognitive deficits in a fluid percussion injury model of TBI (Corser-Jensen et al., 2014). Consistent with the effects of FLAP inhibition, our study observed that 5-LOX inhibition with zileuton significantly reduced LTB4 formation, brain edema, and IgG extravasation, resulting in improved neurological outcomes.

The beneficial effects of zileuton administration and the cell type-specific upregulation of 5-LOX prompted exploration of the effects of 5-LOX inhibition on microglial activation and the inflammatory response after TBI. TBI triggered immune cell activation and inflammatory cytokine release, leading to progressive damage in areas close to the injury. Zileuton-related 5-LOX inhibition significantly reduced microglial activation, accompanied by the downregulation of genes involved in cytokine–cytokine receptor interaction and the chemokine signaling pathway. 

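In the RNA-seq libraries at 7 days, Il1b (ENSMUSG00000027398, chromosome 2 of GRCm38, 129364570 to 129371139) had 49, 58 and 31 counts in vehicle-treated mice and 66, 37 and 14 counts in zileuton-treated mice. These are 1.48 ± 0.326 and 1.27 ± 0.847 CPM (SD, n = 3 each), a log2 fold change of -0.22 (standard error 0.48, adjusted p = 0.925 from edgeR's quasi-likelihood test), a difference within the spread between mice. Without zileuton replicate C the log2 fold change was 0.17, in the other direction (adjusted p = 0.987). Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) had no count in the vehicle-treated mice and 0, 1 and 0 counts in the zileuton-treated mice, so that a difference was not detectable at this depth. An antisense gene, Il1bos, overlaps Il1b.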

RNA-seq analysis identified several downregulated genes, including Il-1β, Ccl7, secreted phosphoprotein-1 (Spp1), chemokine receptor (Ccr1), Ccl2, and Il-10. These genes play an important role in the inflammatory reactions seen in neurological diseases. The inflammatory cytokines Il-1β, Ccl7, Spp1, Ccr1, Ccl2, and Il-10 promoted microglial and macrophage infiltration in the pericontusional area after TBI. Manipulation of these cytokines through genetic or pharmacological approaches has been shown to significantly reduce inflammatory cell accumulation and alleviate brain damage compared to control mice with TBI (Cherry et al., 2020; Xue et al., 2021; Flygt et al., 2018; Sugiyama et al., 2019; Gu et al., 2022; Semple et al., 2010). Additionally, antagonizing Ccr1 activity has been demonstrated to protect the hemorrhagic brain from inflammatory injury (Yan et al., 2020). TBI induces inflammatory cell infiltration, increased cytokine release, and microglial activation in pericontusional brain tissue, creating a vicious cycle that often culminates in excessive cerebral inflammation. Our data indicate that 5-LOX inhibition interrupts this cycle, at least partly, by reducing LT release. The alleviation of neuroinflammation by zileuton also reduces secondary brain injury, including lipid ROS generation and neuronal cell apoptosis, resulting in improved neurobehavioral recovery after TBI.

The anti-inflammatory effects of 5-LOX inhibition have also been demonstrated in other neuropsychiatric disorders. In a model of depression, zileuton significantly improved depressive‐like behavior by suppressing hippocampal TNF α, IL-1β, nuclear NF-κB p65 and microglial activation, reducing neuronal apoptosis and restoring synaptic proteins and neurogenesis (Liu et al., 2020). In a rat model of middle cerebral artery occlusion, zileuton reduced infarct volume, neurological deficit scores, cerebral water content, ischemic neuronal injury, downregulated NF-κB p65, COX 2 and TNF-α release (Tu et al., 2016). In a model of retinal degeneration, manipulation of 5-LOX activity attenuated ROS-induced lipid peroxidation, mitochondrial damage, DNA damage and ferroptotic cell death, preserving photoreceptor integrity and reducing retinal inflammation and degeneration (Lee et al., 2022). Persistent 5-LOX activation is emerging as a hallmark of chronic neurological conditions. In models of Gulf War Illness, 5-LOX and leukotriene expression remained elevated for 6 months after exposure, correlating with sustained microglial activation and spatial memory deficits (Attaluri et al., 2022). Zileuton can prevent inflammation in the chronic stage of both Gulf War Illness and cardiac Chagas disease (Attaluri et al., 2022; Giannopoulos et al., 2019). By concurrently modulating immune cell activation, cytokine release, and oxidative damage pathways, zileuton treatment addresses multiple nodes in the neuroinflammatory cascade. The conserved anti-inflammatory profile across these models positions 5-LOX inhibition as a promising translational strategy for the treatment of TBI to improve neurological outcomes. The demonstrated efficacy in both acute and chronic phases warrants further investigation into optimized dosing regimens and combination therapies.

Beneficial effects of zileuton administration, particularly in reducing LT biosynthesis, have been observed in various central nervous system disorders (Michael et al., 2020; Chen et al., 2020a; Giannopoulos et al., 2019). Zileuton treatment has demonstrated positive outcomes in intracerebral hemorrhage models, where it decreased neutrophil infiltration and attenuated microglial activation through the LTB4-BLT1 signaling axis, leading to improved sensorimotor function recovery (Hijioka et al., 2017; Hijioka et al., 2020). Moreover, 5-LOX inhibition has shown efficacy in reducing proinflammatory cytokines, preventing nuclear translocation and activation of NF-κB in rat models of cerebral ischemic injury (Tu et al., 2010; Chen et al., 2020b) and reducing TNF-α release in ischemic brain injury in a PI3K/Akt-dependent manner (Tu et al., 2016). However, the mechanisms underlying zileuton’s therapeutic effects and reduced LT biosynthesis in microglia and infiltrating immune cells in TBI have not been widely investigated. Stimulation of BV2 microglia with LTB4 or LTE4 had differential effects on microglial activation, with LTB4 increasing ERK phosphorylation and LTE4 increasing the phosphorylation of ERK, NF-κB, and Akt at T308. This indicates complex and synergistic effects of LTs in the inflammatory processes associated with TBI, which involve immune cell infiltration and microglial activation (Alam et al., 2020; Bolte and Lukens, 2021; Dean et al., 2024). Taken together, these observations suggest that 5-LOX inhibition reduces LT products and subsequent microglial activation via inflammatory pathways, including the ERK, NF-κB, and Akt pathways. Further studies are needed to investigate the influence of each LT on different immune cell types, including microglia, neutrophils, monocytes, and macrophages, to unravel the temporal and spatial immune responses following TBI (Chen and Zou, 2022).

This study has several limitations. First, we have identified specific effects and mechanisms of 5-LOX and LTs in the early phase after TBI, the subsequent influence in the long-term phase needs further investigation. Second, although the anti-inflammatory effect of Zileuton is a very effective strategy in the treatment of TBI, it is important to remember that inflammation also plays a critical role in the regeneration and repair of brain tissue (Cooke, 2019). Therefore, while zileuton is a promising anti-inflammatory agent, it is important to balance its efficacy in limiting harmful inflammation with its potential effects on regenerative processes. Thirdly, specific pathogen-free (SPF) environments do not fully replicate conditions of natural exposure (Beura et al., 2016). Therefore, results should be cautiously extrapolated to pathogen-exposed animal models or humans.

## Conclusion

In conclusion, AA biosynthesis and subsequent metabolism via 5-LOX, which releases LTs, are upregulated after TBI. The exclusive expression of 5-LOX in microglial cells, and its correlation with the inflammatory response, suggest that activated microglia are the cellular source of LTs in the brain. LTs may stimulate microglia in an autocrine or paracrine manner through inflammatory pathways, including the ERK, NF-κB, and Akt pathways. Inhibition of 5-LOX with zileuton significantly reduced LTB4 formation and ameliorated neuroinflammation-related secondary brain damage, resulting in improved neurological recovery. These findings improve our understanding of the cellular expression of 5-LOX in the brain and highlight its potential as a therapeutic target for TBI treatment.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: GEO repository, accession number GSE297412 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297412).

How the deposited data were processed for this re-analysis (not part of the article)

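Mouse brain tissue was sequenced as RNA in 4 groups of 3 mice each, sham and TBI in a batch of 2018 and vehicle-treated TBI and zileuton-treated TBI in a batch of 2022. Each batch holds 1 comparison, so batch and comparison do not mix, and no condition was tested against one of the other batch. Xist and the ratios of Y-linked genes to their X-linked homologues were compared between the batches. The condition of each library was taken from its label and from the paper. The labels call the 2022 control mice only injured, and they were taken as the vehicle group because they share the batch of the zileuton mice. For 2 of the zileuton mice the source labels give 8 and 9 days in place of 7, whereas their library names give 7.

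For the 2018 batch the authors deposited raw counts of reads per gene as whole numbers, and FPKM that equal those counts divided by the library total and by a length per gene. For the 2022 batch the authors deposited estimated counts, which need not be whole, and TPM, which add up to the same total in every library. The paper's text does not name the aligner, the counting program, the genome build or the annotation of either batch, nor whether counting used the strand. No columns are pooled. Every column with values per sample was used. The plan assumed raw counts for both comparisons, and the estimated counts of the 2022 batch were rounded to whole numbers for the count tests. Total counts per library were 42929862 to 48684674 in the 2018 batch and 27845562 to 35453257 in the 2022 batch. The gene with the most counts took 1.56% to 1.94% of a library of the 2018 batch.

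Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr on the groups, glmQLFit and glmQLFTest) and p-values were adjusted by Benjamini and Hochberg over the genes tested. Thresholds were an adjusted p-value of 0.05, an unadjusted p-value of 0.05 as the paper states, and a fold change of 2. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. A limit of 3 counts stands in for a count of 0, and 6 counts in the 2018 batch. Gene lists were tested with limma 3.58.1 (camera with a correlation of 0.01 between genes, on log2 CPM with a prior count of 2), adjusted over 16 lists in 2 comparisons, 32 tests in all. The lists were AA enzymes, cytokine families, interferon-stimulated genes, and markers of homeostatic microglia, activated microglia and macrophages, monocytes, neutrophils, T cells, B cells, neurons, astrocytes, oligodendrocytes, endothelial cells, fibroblasts and meninges, choroid plexus and red blood cells. Lists of embryonic genes, adult globins and embryonic globins were added after the values were seen. Log2 fold changes of the comparisons were correlated across the genes tested in both, which are not independent replicates. Symbols came from a table of gene names, and positions from GENCODE mouse release M21 on GRCm38, a build that the authors need not have used. Erdr1 was matched through an older symbol. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

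The groups, tests, lists, named genes and alternatives were set before the data were examined, except where a choice is said to have been added. Genes were named by rule: the genes of Figures 1C and 5B, Il1b, Il10, Tnf, Il17a, Il6, Cd68 and the genes that the paper's zileuton enrichment table lists under cytokine–cytokine receptor interaction and Influenza A, the 5 largest rises and falls among genes with an adjusted p-value under 0.05 and no overlap between the groups, and up to 3 of the most highly expressed genes of a list. Gfap and Cd68 check the TBI labels, and Xist and Y-linked genes the sex. Alternatives were DESeq2's size factors, library totals alone, DESeq2 1.42.0, no filter beyond 1 count, at least 10 counts in every library, a robust fit, limma on log2(value + 1) and on log2(value + 0.1) for genes with a mean FPKM or TPM of at least 0.5, limma on log2(value + 1) without a filter, the paper's two-sided equal-variance test on FPKM or TPM with the same minimum mean, which the paper does not state, a replicate block for sham and TBI, and leaving out each mouse. For lists they were fry, an estimated correlation and leaving out the genes that the paper names. For the correlation of the comparisons they were a prior count of 5 and the genes past the adjusted threshold alone. Removing trends in GC content and length, dividing the counts of the 2018 batch by 2, and a block by the column numbers 2, 3 and 6 that vehicle and zileuton share, were added after the values were seen. With that block 729 genes had an unadjusted p-value under 0.05. As 3 mice against 3 give 10 splits, a share of splits never falls under 0.1.

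The tests were tried on simulated negative binomial counts drawn from the means, dispersions and library sizes of the real samples, with known changes of 2-fold and 4-fold planted. In the sham and TBI design edgeR called 77.6% of 192 changed genes among 19179, with 4.8% false calls, and in the zileuton design 81.7% of 197 among 17131, with 8.6% false calls. DESeq2 had 20.3% and 20.6% false calls, and the equal-variance test called 24.2% and 19.2% of the changed genes. Of 100 unchanged lists, camera called 3% and 0%. The simulated genes varied independently of each other. These shares therefore do not show how often camera calls an unchanged list whose genes vary together.

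RT-PCR, Western blot, mass spectrometry, ELISA, staining, behaviour and single-cell data of the paper were not analysed here, nor were KEGG's gene lists. No overlap or enrichment test was run on the paper's enrichment tables, because their gene cells for the TBI comparison are held only in part.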

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

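The tests of explanations in this part were chosen after the results they bear on had been seen. This does not hold for the counts of other splits of the mice. The main tests, lists and alternatives were set before the data were examined, except where a choice is said to have been added. The lists concern genes that the paper does not discuss for these libraries and that stood above sham or vehicle. Of the 13 list calls between TBI and sham mice, 10 held under fry (those of oligodendrocytes, endothelial cells and choroid plexus did not) and none with an estimated correlation, whose smallest adjusted p-value was 0.431. The other 9 splits of the 6 mice gave 4 to 9 list calls, so 1 of the 10 splits, the real one, gave as many as 13, the fewest that 3 mice against 3 allow.

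All 39 interferon-stimulated genes tested were higher after TBI, at a median log2 fold change of 3.82 (adjusted p = 2.78e-23 from camera), 38 of them with an adjusted p-value under 0.05 from edgeR. Bst2 rose from a mean of 3.35 to 80.9 CPM, Ifit3 from 6.64 to 60.3 CPM and Cmpk2 from 34.5 to 44.8 CPM. All 12 monocyte genes tested of 13 were higher, at a median of 4.00 (adjusted p = 6.93e-09), with Fn1 at 44.3 and 127 CPM, Vcan at 25.7 and 41 CPM and Thbs1 at 3.1 and 45 CPM. All 10 neutrophil genes tested of 12 were higher, at a median of 3.87 (adjusted p = 1.23e-05), with Csf3r at 3.85 and 34.7 CPM, Lcn2 at 0.24 and 26.4 CPM and S100a9 at 0.3 and 18 CPM. With the 4 monocyte and 2 neutrophil genes that had at most 3 counts in a group set at their bounds, the medians of edgeR's log2 fold changes were 4.27 and 4.05, and with 6 counts as the limit 3.86 and 3.54. The lists share no gene with each other, and the paper names 3 interferon-stimulated and 2 monocyte genes. A lower share of neurons would raise the markers of every other cell type alike, but by edgeR's fitted values the smallest gap of these lists to the astrocyte, oligodendrocyte and endothelial genes, whose median was 0.60, was 3.17 (standard error 0.402). The gap is smaller for the neutrophil list with 6 counts as the limit, whose median was the 3.54 given above. More blood left in the TBI samples would raise the adult globins, whose median log2 fold change was -0.78. After a smooth fit on GC content and gene length was taken out, the smallest median of the lists was still 3.76. These values argue against each of the technical explanations tested. A response of the injured tissue, with leukocytes entering it, remains as a hypothesis, since it was found and tested on the same data, and a rise of these genes in resident cells was not separated from it.

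Of the 8 B cell genes 5 could be tested, 4 of them higher after TBI, at a median log2 fold change of 2.33 (adjusted p = 0.0152). The members went apart: Ighm was at 39.1 and 41.4 CPM, Cd22 at 0.0214 and 7.03 CPM and Igkc at 0.303 and 1.8 CPM. With at least 10 counts required in every library the adjusted p-value was 0.403, in a range over the alternatives from 7.62e-05. The adult globins at -0.78 argue against more blood, and the median of 2.47 after the fit on GC content and length argues against such a trend. A lower share of neurons would leave these genes near the common median of the astrocyte, oligodendrocyte and endothelial genes, 0.60, but of the 4 tested genes with more than 3 counts in both groups 75%, 2 above and 1 below, lay more than 2 standard errors from it, which argues against it as the whole cause. The gap between the medians, 1.96 with a standard error of 1.87, did not decide it over so few genes. A response of the injured tissue stays open as a hypothesis, and whether other cells carried these genes was not tested.

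Astrocyte genes (11 tested, 10 higher) had a median log2 fold change of 0.52 after TBI (adjusted p = 0.000604), oligodendrocyte genes (10 tested, 10 higher) of 0.60 (0.038) and endothelial genes (11 tested, 11 higher) of 0.59 (0.00328). Among the most highly expressed were Slc1a2 (2800 and 3200 CPM), Gfap, which the paper names, and Aldoc (950 and 1030 CPM), then Mbp (2540 and 4060 CPM) and Mobp (884 and 1220 CPM), then Ly6c1 (30.1 and 45.1 CPM), Slco1a4 (21 and 26.4 CPM) and Flt1 (17 and 23.2 CPM). The oligodendrocyte list did not pass without sham replicate 1 (adjusted p = 0.0632) or 2 (0.122) or TBI replicate 1 (0.0912) or 2 (median 0.34, 0.109). In TBI replicate 3 the oligodendrocyte genes lay at -0.24 of their mean over the 6 mice, the level of sham mice, and without it the median was 0.87 (0.000141). A lower share of neurons, raising all other cells alike, would leave the genes of these lists at a common value, but 28.1% of the 32 genes, 4 above and 5 below, lay more than 2 standard errors from their common median of 0.60, which argues against it as the whole cause. After the fit on GC content and length the smallest median of the lists was 0.51. A change in part of the cells, or in how much of each tissue was taken, was not tested.

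All 12 choroid plexus genes were higher after TBI, at a median log2 fold change of 2.80 (adjusted p = 0.00786; 1.60 by edgeR's fitted values), but only 1 had an adjusted p-value under 0.05 from edgeR. Ttr was at 1010, 12 and 46.9 CPM in the sham mice and at 1160, 1260 and 1080 CPM after TBI, and Kl and Clic6 rose from means of 12.3 and 10.2 CPM to 33.4 and 25.9 CPM. Without sham replicate 1 the median was 4.12 (adjusted p = 9.78e-11), and without sham replicate 2 it was 2.06 (0.0244). In the zileuton set Ttr was at 3.5, 431 and 971 CPM with vehicle and at 1360, 1170 and 7.22 CPM with zileuton. Over the 12 libraries the markers' deviations from their group means had a mean pairwise r of 0.945, where 1000 random lists matched on expression reached at most 0.247. This is consistent with choroid plexus tissue taken with some samples and not with others, a hypothesis formed on these values.

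Oligodendrocyte genes were also higher with zileuton, all 10 of them, at a median log2 fold change of 0.35 (adjusted p = 0.0104 from camera, 0.562 from fry). Mbp was at 3720 and 4840 CPM and Mobp at 832 and 1080 CPM. Without vehicle replicate A the median was 0.00509 (adjusted p = 0.781), without vehicle replicate C 0.56 (1.96e-05) and without zileuton replicate A 0.27 (0.0755). This is consistent with a low share of white matter in that vehicle mouse, and an effect of zileuton on these genes has no other evidence here.

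Fam205a2 (ENSMUSG00000094066), singled out after its values were seen, had 0 counts in every vehicle-treated mouse and 93.9, 128 and 59.7 counts with zileuton, at least 31.1-fold higher. Its adjusted p-value was 0.185 from edgeR, the smallest of the comparison, and 1.73e-06 without a filter on low counts, 8.16e-09 with DESeq2 and 0.0259 with limma on log2(TPM + 0.1), the lowest and highest of the settings that called it. The family members Fam205a1, Fam205a3 and Fam205a4 have fractional counts, so reads were shared among them. The summed counts of the family had a log2 fold change of 0.30 (standard error 0.226, unadjusted p = 0.219), which leaves a different assignment of shared reads and a rise of Fam205a2 alone open, and they cannot be told apart because Fam205a3 varied from 372 to 826 counts between mice.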

How the results depend on the processing

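Among the results below, only the removal of GC content and length trends, the halving of counts and the block by column number for zileuton were chosen after values were seen. The cause of a change was not tested unless a sentence says otherwise.

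Between TBI and sham mice, 5479 genes with an adjusted p-value under 0.05 became 2625 with the paper's test on FPKM, and stayed within 1.5 times (3848 to 6026) under every other setting. Of genes that differed at least 2-fold at an unadjusted p-value under 0.05 there were 2165, but 727 with limma on log2(FPKM + 1), 720 without its filter, 1326 on log2(FPKM + 0.1) and 1238 with the paper's test. A larger pseudocount shrinks the fold change of low genes by its construction. With the counts halved 5601 genes passed the adjusted threshold, 5316 of them shared with the fit on whole counts. Of the genes of Fig. 1C, 4 of the 12 that could enter passed with the paper's test, in place of 14. The AA enzymes as a set had adjusted p-values of 0.576 with an estimated correlation and 0.512 without the genes that the paper names.

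Sham and TBI mice share replicate numbers, but same-numbered mice did not deviate together (r of their deviations -0.0228, -0.145 and -0.117), which gives no support to pairing them. With a replicate block, which leaves fewer degrees of freedom, 4337 genes passed the adjusted threshold, 7040 had an unadjusted p-value under 0.05, and 2092 of these differed at least 2-fold. The columns of vehicle and zileuton share the numbers 2, 3 and 6, and same-numbered mice did not deviate together there either (r -0.373, 0.0502 and -0.37). With a replicate block by column number 0 genes passed the adjusted threshold, 729 had an unadjusted p-value under 0.05 and 85 of these differed at least 2-fold. Over the Fig. 5B list alone 8 of 8 passed, and the cytokine families, at 0.0796 without the block, passed as a set (adjusted p = 0.0382).

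Between zileuton- and vehicle-treated mice, 0 genes passed the adjusted threshold, with 1186 at an unadjusted p-value under 0.05. DESeq2 called 27, and 4 were called without a filter (Fam205a2, Gbp3, G530011O06Rik and Rtp4), 4 with limma on log2(TPM + 1) (Snora65, ENSMUSG00000119012, ENSMUSG00000119730 and Gm16199) and 5 on log2(TPM + 0.1) (Snora65, the same pair of unnamed genes, Fam205a2 and Gm29397), all named after their values were seen. Those from limma other than Fam205a2 and Gm16199 had fewer than 5 estimated counts in every library. DESeq2 gave 20.6% false calls in the simulation. Unadjusted there were 1781 genes with limma without a filter, which tests more genes, and from 689 to 1909 across the 6 fits that each left out one mouse. Of genes at least 2-fold apart there were 87, but 138 with DESeq2, 385 without a filter, 33 with at least 10 counts in every library, 43 with limma without a filter and from 111 to 234 with a mouse left out. Of genes at least 2-fold apart 36.8% were higher, and 54.8% with GC content and length trends removed. With a mouse left out this share ran from 22.2%, without zileuton replicate A, to 59.2%, without vehicle replicate B. Over the Fig. 5B list alone, 7 genes passed, but 2 with limma on log2(TPM + 0.1), 3 without its filter, 1 with the paper's test, 4 with the trends removed and from 0 to 8 with a mouse left out. Il1b moved from -0.83 to 0.17 in log2 fold change with a mouse left out.

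Interferon-stimulated genes with zileuton had adjusted p-values of 0.276 with fry and 0.513 with an estimated correlation, and activated microglia and macrophage genes 0.691 and 0.748. T cell genes changed direction with zileuton under fry (0.958), and after TBI with at least 10 counts in every library (0.239) and with the replicate block (0.969), though none of these passed the threshold. With a mouse left out, the adjusted p-values ran from 0.301 to 0.984 for T cell genes after TBI, and with zileuton from 0.168 to 0.851 for T cell genes, 0.0904 to 0.977 for neurons, 0.155 to 0.85 for astrocytes, 9.37e-06 to 0.868 for choroid plexus, 8e-06 to 0.868 for cytokine families, 0.00483 to 0.868 for microglia, 0.196 to 0.997 for B cells and 1.13e-08 to 0.818 for activated microglia. The choroid plexus genes passed with zileuton without vehicle replicate C or zileuton replicate C (9.37e-06), and microglia genes without vehicle replicate A (0.00483), none of them with all mice. The genes higher after TBI, as a set with zileuton, had p-values of 0.686 with fry, 0.652 with an estimated correlation and 9.59e-17 to 0.715 with a mouse left out. The correlation of the comparisons, -0.214, was -0.436 over genes with an adjusted p-value under 0.05 after TBI, and ran from -0.426 without zileuton replicate A to -0.0294 without zileuton replicate C.

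Of 28 named genes between TBI and sham, 13 lost their call under at least 1 other setting and 3 with a mouse left out (Cbr2, Plb1 and Tnf), and none reversed. Of 19 between zileuton and vehicle, Plb1 gained a call with DESeq2 (adjusted p = 0.049, in a range to 0.928) and Il1b reversed with a mouse left out. Of 32 list results, 9 kept their call and direction under every other setting and 14 with every mouse left out. Depth limits the lowest genes: Il10 and Il17a cannot be compared, Il6, Gdf3 and Pla2g2f were below the filter in both comparisons, and Erdr1 was below it with zileuton.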

Differences from the paper's values

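The 2-fold threshold was tried because the paper's count for zileuton is below what chance alone gives at its p-value, and was set before the data were examined. The removal of GC content and length trends and the replicate block by column number for zileuton were chosen after seeing the values, and no setting was added to come closer to the paper.

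The paper gives 136 genes that differed between vehicle- and zileuton-treated mice, 52 higher and 84 lower with zileuton. At an unadjusted p-value under 0.05, 1186 genes differed here, 509 higher and 677 lower, and none of the alternatives set before the data were examined came within 1.5 times of the paper's 136, 52 or 84. At an unadjusted p-value under 0.05 and at least 2-fold, 87 genes differed against the paper's 136, 32 higher against the paper's 52 and 55 lower against the paper's 84. Of the alternatives set before the data were examined, DESeq2 (138, 53 and 85) came closest to the 3 counts taken together. The test that the paper's methods name gave 68, 31 and 37 on TPM. Limma on log2(TPM + 0.1) (49 higher and 70 lower) also came within 1.5 times for all 3 counts. So did the fits without vehicle replicate A (158, 51 and 107) and without zileuton replicate C (154, 71 and 83). The fits without vehicle replicate B (147 and 60), vehicle replicate C (150 and 70) and zileuton replicate B (111 and 77) did so for the total and the lower genes, and the fit without zileuton replicate A (52) for the higher genes. DESeq2's size factors with edgeR, library totals alone, no filter, at least 10 counts in every library, the robust fit, limma on log2(TPM + 1) with or without a filter and the paper's test on TPM did not. With GC content and length trends removed, chosen after seeing the values, the higher genes came to 46, within 1.5 times of the paper's 52, and the total of 84 did not. With the replicate block, also chosen after seeing the values, 729 genes differed unadjusted and 85 at least 2-fold, 31 higher and 54 lower, none within 1.5 times.

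The paper's enrichment table for TBI has 1525 genes in its hit list. The methods say that all changed genes entered the enrichment, and Fig. 1B is described as made from genes higher after TBI. At an unadjusted p-value under 0.05, 4409 genes were higher here, and none of the alternatives set before the data were examined came within 1.5 times. With a difference of at least 2-fold as well, 1951 were higher, but 2442 without a filter, 713 with limma on log2(FPKM + 1) and 708 with it unfiltered. In both directions together, 7741 genes differed unadjusted and 2165 of them at least 2-fold.

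The paper's methods say that all changed genes entered the zileuton enrichment table, and its results and Fig. 5A describe an enrichment of the genes lower with zileuton. In the table 8 of the 22 genes were higher with zileuton in the counts, so the table need not be the analysis of Fig. 5A. The results name the cytokine–cytokine receptor interaction as the pathway most affected, and in the table that term ranks 2 by p-value, behind Influenza A, and 3 by corrected p-value. Influenza A itself ranks 5 by corrected p-value, so the corrected ranks do not keep the order of the p-values and depend on how the correction was made. The paper shows the genes of Fig. 5B as those most significantly lowered, whereas the best ranked of them, Cd247, was 21 by unadjusted p-value among the lower genes and none was among the first 10. By size of the fall among genes with an unadjusted p-value under 0.05, 2 were among the first 10. Of the 10 genes, 7 were lower with an unadjusted p-value under 0.05, and DESeq2 and the fit without a filter called all 10. The fits without vehicle replicate C or zileuton replicate A called 8, as did the replicate block by column number. Fewer were called by the paper's test on TPM (4), with at least 10 counts in every library (5), by limma on log2(TPM + 0.1) (6) or unfiltered (6), with the trends removed (6) and without vehicle replicate A (5), vehicle replicate B (6), zileuton replicate B (5) or zileuton replicate C (6). The paper lists Il1b and Il10 among genes found lower by RNA-seq, whereas the log2 fold change of Il1b was -0.22 with an adjusted p-value of 0.925, and Il10 had 0 counts in all mice but 1. No setting gave Il1b an adjusted p-value under 0.05, the lowest being 0.516 with a mouse left out. Of the 14 AA genes in the paper's TBI table, 13 were higher here with an unadjusted p-value under 0.05 and at least 2-fold, and DESeq2, the fit without a filter and the fits without sham replicate 2 or 3 called all 14. Fewer were called by limma on log2(FPKM + 1), filtered or not (6), the paper's test on FPKM (9), limma on log2(FPKM + 0.1) (11) and without TBI replicate 1 or 3 (12). Pla2g2f, which the paper's Fig. 1C shows as changed, was not tested, and DESeq2 and the fit without a filter called it. The source labels give 8 and 9 days for 2 zileuton mice where the paper and the library names give 7.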

Other observations

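In this part the tests of a matched rise after TBI, of embryonic genes and of female tissue were chosen before their results were seen. So were those of GC content and length for the interferon-stimulated genes and for the genes higher after TBI. The counts of other splits, apart from those for gene length, were also chosen before. The other tests of explanations were chosen after. The main tests, lists and alternatives were set before the data were examined, except where a choice is said to have been added.

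The other splits of the mice put the counts in context. Between TBI and sham mice 1 of the 10 splits, the real one, gave as many genes with an adjusted p-value under 0.05 (5479, and 0 to 1 in the others), with an unadjusted p-value under 0.05 (7741, and 168 to 563) and at least 2-fold apart as well (2165, and 103 to 228). The same held, 1 of 10 each, for the AA enzymes and for the cytokine families as sets, though the AA list holds the genes of Fig. 1C. For the genes of Fig. 1C over all genes and over the list alone it was also 1 of 10 each, which says nothing on chance because the study picked these genes on the real grouping of these mice. Between zileuton and vehicle, all 10 splits gave at least the 0 genes with an adjusted p-value under 0.05, up to 15 in the others, and 1186 genes stood at an unadjusted p-value under 0.05. As many of those were given by 3 of the 10 splits (189 to 2330 in the others), and as many at least 2-fold apart by 5 of 10 (53 to 196). For the Fig. 5B genes over all genes it was 10 of 10, where 0 passed and 7 had an unadjusted p-value under 0.05, and over the list alone 1 of 10, where the same choice of genes favours the real grouping. As many lists passed in 8 of 10 splits (5 in the real split on its own adjustment, 2 to 14 in the others), and the cytokine families moved as far in 8 of 10. The 15 adjusted genes, the 2330 unadjusted genes and the 14 lists all came from 1 split. That split exchanges vehicle replicate A with zileuton replicate A, and no other split gave an adjusted call.

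Interferon-stimulated genes, which rose after TBI, were lower with zileuton, all 39 of them, at a median log2 fold change of -0.68 (adjusted p = 6.38e-15 from camera), with Ifit3 at 101 and 52.9 CPM and Bst2 at 54.9 and 29.8 CPM. None passed an adjusted p-value of 0.05 alone, and the call held neither under fry (0.276) nor with an estimated correlation (0.513). As large a set result was given by 2 of the 10 splits. Without vehicle replicate B the median was -0.37 (adjusted p = 3.02e-07), so that mouse did not carry the difference alone. The 16 members with only whole counts were all lower, at a median of -0.74, against reads shared between related genes as the cause. After the fit on GC content and length the median was -0.67. A weaker injury response of every kind would lower other genes that rose as much after TBI, but 0% of 10000 random lists matched on that rise, with a median of -0.28 and a lowest of -0.52, were as low. A lower interferon response with zileuton is a hypothesis that these values leave open, as is a chance difference between the mice that fell into each group.

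The genes higher after TBI were lower with zileuton as a set only under camera, and 8 of the 10 splits gave as large a result. The genes lower after TBI, 2127 of 2193 tested, were higher with zileuton, at a median log2 fold change of 0.06. Across 16516 genes, which are not independent replicates, the log2 fold changes of the comparisons correlated at r = -0.214 (Spearman's rho -0.168). After the fits on GC content and length were taken out, r was -0.199, so such trends are not the whole cause. As large a correlation was given by 8 of the 10 splits (0.0955 to 0.617 in size in the others), so that how far each mouse had responded to the injury may explain it, and r fell to -0.0294 without zileuton replicate C and to -0.0297 without vehicle replicate C. The 0.617 came from the split that exchanges vehicle replicate A with zileuton replicate A.

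More genes had an unadjusted p-value under 0.05 with zileuton than the 868 that make 5% of those tested. The log2 fold changes rose with gene length, at a rho of 0.341, where the other splits gave 0.0483 to 0.291 in size, so 1 of the 10 splits gave as large a trend. With a mouse left out rho ran from 0.212, without vehicle replicate C, to 0.354. The shortest 25% of genes, up to 2088 bases, had a median log2 fold change of -0.09 and the longest 25%, from 4680 bases, of 0.09. By library, rho with length was -0.379 in vehicle replicate C and 0.277 and 0.282 in zileuton replicates B and C. Between TBI and sham rho was -0.131, and 2 of the 10 splits gave as large a trend. With the trends of each library taken out, 804 genes had an unadjusted p-value under 0.05, under the 858 that make 5%, and 600 of them were among the 1186. This is consistent with a length bias between libraries, such as RNA quality gives, as a cause of the excess, though treatment and library cannot be separated with so few mice.

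Activated microglia and macrophage genes were lower with zileuton, all 18, at a median log2 fold change of -0.19 (adjusted p = 0.0232 from camera, 0.691 from fry), and 7 of the 10 splits gave as large a result. The call was lost without vehicle replicate B (0.177), vehicle replicate C (0.818), zileuton replicate B (0.105) or zileuton replicate C (0.41). Without vehicle replicate A the median was -0.46 (1.13e-08), and without zileuton replicate A -0.37 (0.000453). Apoe was at 5980 and 5410 CPM, Ctsd at 3690 and 3410 CPM and Ctsb at 2290 and 2010 CPM. Cd68, which the paper stained, was at 149 ± 48.8 CPM with vehicle and 123 ± 30.5 CPM with zileuton (SD, n = 3 each), a log2 fold change of -0.28 (standard error 0.262, adjusted p = 0.814 from edgeR). Homeostatic microglia genes had a median of -0.07 (adjusted p = 0.496), and -0.25 without vehicle replicate A (0.00483). Monocyte genes (13 tested, 10 lower) had a median of -0.39 (0.00628), lost without vehicle replicate C (0.058) or zileuton replicate C (-0.15, 0.161) and at -0.81 without zileuton replicate A (1.02e-08). Neutrophil genes (7 tested, 6 lower) had a median of -0.82 (0.0349; -0.50 by edgeR's fitted values), lost without vehicle replicate B (0.161), vehicle replicate C (0.0771), zileuton replicate B (-0.50, 0.157) or zileuton replicate C (-0.40, 0.167) and at -1.53 without zileuton replicate A (2.12e-06). Red blood cell genes, all 5 tested, were lower at a median of -0.49 (0.000381), and -0.31 without vehicle replicate A (0.00359). None of these calls held under fry or an estimated correlation, and whether other cells carried these genes was not tested.

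The other lists did not pass with zileuton: AA enzymes had a median log2 fold change of -0.10 (48 tested, adjusted p = 0.165), T cells of 0.08 (0.856), B cells of -0.07 (3 tested, 0.852), neurons of 0.00 (0.836), astrocytes of 0.02 (0.76), endothelial cells of 0.07 (0.141), fibroblasts and meninges of -0.33 (0.141) and choroid plexus of 0.53 (0.332). AA enzymes passed without zileuton replicate A (-0.14, 0.0169), endothelial cells without vehicle replicate C (0.16, 0.0189) or zileuton replicate C (0.19, 0.0401), and fibroblasts and meninges without vehicle replicate B (-0.52, 0.0124) or zileuton replicate A (-0.63, 0.00213). Of the Fig. 1C genes, 14 were tested with zileuton and 13 were lower, 2 with an unadjusted p-value under 0.05 (Plb1 and Hpgds) and 0 with an adjusted one. Alox5 was the gene that was higher, with a log2 fold change of 0.43 (standard error 0.307, adjusted p = 0.756).

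After TBI, cytokine family genes (194 of 285 tested, 159 higher) had a median log2 fold change of 0.86 (adjusted p = 3.96e-12 from camera, 0.000791 from fry), with 95 higher and 8 lower at an adjusted p-value under 0.05. Neuron genes (14 tested, 13 lower) had a median of -0.37 (0.00243; fry 0.0433), with Camk2a at 3860 and 2920 CPM, Snap25 at 2750 and 1770 CPM and Nrgn at 2170 and 1940 CPM. T cell genes (11 of 17 tested, 5 higher) had a median of -0.21 (0.868), fibroblast and meninges genes (12 tested, 10 higher) of 0.92 (0.141; 1.12 and 0.00423 without TBI replicate 2) and red blood cell genes (6 tested, 5 lower) of -0.71 (0.0952; -0.88 and 0.0441 without TBI replicate 3). Of the genes of Fig. 5B, Spp1 rose after TBI by 6.84, Ccr1 by 4.60 and Ccl12 by 4.49 on the log2 scale. Ccl7, Chil3, Plac8 and Ccl2 had at most 6 counts in any sham mouse. With 6 counts as the limit, they were at least 15.2-fold, 15.2-fold, 28.8-fold and 20.5-fold higher. All of these genes had an adjusted p-value under 0.05. Cd247 and Gdf3 had too few counts for the filter. Erdr1 did not pass (1.41, standard error 0.572, adjusted p = 0.0991), with 21, 44 and 36 counts in sham mice and 187, 41 and 50 after TBI. Il1b rose by 4.37 (standard error 0.644, adjusted p = 0.00137; 0.179 with the paper's test on FPKM, in a range from 9.8e-07), and Tnf by 3.23 (standard error 0.932, adjusted p = 0.0311), a call that 5 of the 6 fits with a mouse left out did not keep.

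The embryonic globin genes Hbb-y and Hba-x had more counts in every sham mouse than in any TBI mouse, and Hbb-bh1, which was looked at after its values were seen, had 0, 16 and 7 counts in sham mice and 0 in every TBI mouse. In the zileuton set the highest count of any of them was 1. More blood in sham samples would raise the adult globins by the same factor, but their median log2 fold change after TBI was only -0.78. Reads shared with the adult globins would keep the share of Hbb-y among beta-globin counts constant, but it was at least 1.16% in sham mice and at most 0.222% after TBI. Embryonic tissue in the sham samples was tested with a list of 12 embryonic genes, of which 9 could be tested, 4 lower and 5 higher after TBI, at a median of 0.14, which does not decide it because an adult brain expresses most of them. No biological explanation was tested.

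Xist, the transcript of the inactive X chromosome, was at 18.5 to 23.5 CPM in the 2018 libraries and at 0.0343 to 0.197 CPM in the 2022 libraries, and the paper used male mice. In every library each Y-linked gene (Ddx3y, Uty, Kdm5d and Eif2s3y) was at 63.3% or more of its highest level in its comparison, so no library came from a female mouse alone. A share of female tissue in every library would lower the ratio of Y-linked genes to their X-linked homologues, but the median quotient of 2018 to 2022 was 1.57. As the batches also differ in how they were counted, the explanations cannot be told apart. The antisense gene Tsix had at most 4 counts in a 2018 library and 2.81 in a 2022 library. This argues against reads counted for Xist in 2018 having been counted for Tsix in 2022. Other differences in annotation at these genes were not tested.

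Zc3h11a is listed under 2 gene identifiers, ENSMUSG00000102976 and ENSMUSG00000116275, singled out after their values were seen, whose log2 fold changes with zileuton were 0.55 and -0.54 (standard errors 0.119 and 0.101). Both have fractional counts. The sum of both had a log2 fold change of -0.0351 (standard error 0.0697, unadjusted p = 0.628), which is consistent with reads shared between them and assigned differently from library to library.

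In the 2018 libraries even counts outnumber odd counts, with at least 62.3% even among the counts from 1 to 20, while among the whole counts of the 2022 libraries at most 41.9% were even. This is consistent with both reads of a pair having been counted in most genes of the 2018 batch, so that a gene's evidence there may be nearer to 1 molecule for 2 counts. With the counts halved and rounded, 17691 genes were tested, 3199 were higher and 2402 lower after TBI with an adjusted p-value under 0.05, and no named gene changed its call.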
